# Global transcriptomic responses orchestrate difenoconazole resistance in *Penicillium* spp. causing blue mold of stored apple fruit

**DOI:** 10.1186/s12864-020-06987-z

**Published:** 2020-08-24

**Authors:** Franz J. Lichtner, Verneta L. Gaskins, Kerik D. Cox, Wayne M. Jurick

**Keywords:** Transcriptomics, Azole fungicides, Blue mold, *Penicillium spp.*, Global gene networks, Active efflux pumps, Postharvest decay, Transcriptional regulators, Antimicrobial resistance

## Abstract

**Background:**

Blue mold is a globally important and economically impactful postharvest disease of apples caused by multiple *Penicillium* spp*.* There are currently four postharvest fungicides registered for blue mold control, and some isolates have developed resistance manifesting in decay on fungicide-treated fruit during storage. To date, mechanisms of fungicide resistance have not been explored in this fungus using a transcriptomic approach.

**Results:**

We have conducted a comparative transcriptomic study by exposing naturally-occurring difenoconazole (DIF) resistant (G10) and sensitive (P11) blue mold isolates to technical grade difenoconazole, an azole fungicide in the commercial postharvest product Academy (Syngenta Crop Protection, LLC). Dynamic changes in gene expression patterns were observed encompassing candidates involved in active efflux and transcriptional regulators between the resistant and sensitive isolates. Unlike other systems, 3 isoforms of cytochrome P450 monoxygenase (CYP51A-C) were discovered and expressed in both sensitive and resistant strains upon difenoconazole treatment. Active efflux pumps were coordinately regulated in the resistant isolate and were shown to mediate the global resistance response as their inhibition reversed the difenoconazole-resistant phenotype in vitro.

**Conclusions:**

Our data support the observation that global transcriptional changes modulate difenoconazole resistance in *Penicillium* spp. While the dogma of CYP51 overexpression is supported in the resistant isolate, our studies shed light on additional new mechanisms of difenoconazole resistance on a global scale in *Penicillium* spp. These new findings broaden our fundamental understanding of azole fungicide resistance in fungi, which has identified multiple genetic targets, that can be used for the detection, management, and abatement of difenoconazole-resistant blue mold isolates during long-term storage of apples.

## Background

*Penicillium* spp. are the most destructive postharvest fungal plant pathogens causing blue mold on stored fruits and vegetables worldwide. This group of fungi causes losses in high value crops like apple, pear, and quince fruit (pomes) and contributes to mycotoxin accumulation (patulin) in processed fruit products (e.g. apple sauce, butter, jams, juices). Control is achieved using multiple applications of postharvest fungicides and there is no host-based resistance to blue mold in commercial apple cultivars [1]. Since fungicides are relied upon and utilized as the main decay control method, it’s not surprising that antimicrobial resistant (AMR) strains are readily detected in the field and during storage [1–3]. Cultural controls (i.e. orchard sanitation, bin sterilization, proper cold chain management) are important components of integrated pest management and have been shown to reduce blue mold [4]. However, their implementation is limited and sporadically practiced in the industry and thus have not impacted the ubiquitous presence of fungal spores in the soil, air and water used in agricultural production systems. A comprehensive understanding of how fungicide resistance develops in *Penicillium* spp. is needed to develop rapid detection methods and strategies, alongside the synthesis of alternative controls with little to no risk of developing resistance to ensure maintenance of high-quality fruit during storage.

Azole resistance in both clinical and environmental samples has been attributed to mutations in ergosterol biosynthetic gene lanosterol 14α-demethylase (ERG11 in *Saccharomyces cerevisiae*) CYP51A, but recently, with more sampling and thorough sequencing, additional mutations are being associated with multi-azole resistance [5]. CYP51 conserved motifs required for ergosterol biosynthesis include: PFGXGRHRCXGEXFAY, PXHSXXR, AGQHTS, and AEEXYXXLTTPVFGKXVVYDCPNXXLMEQKKFVKXGL. They represent the heme binding domains which are also specific binding targets for azole fungicides [6] and are termed sterol regulatory element-binding proteins (SREBPs). It has been observed that the 1 kilobase (kb) region upstream of the start codon for CYP51A is important in the regulation or expression of the primary target for azoles [7, 8]. Findings from a paralogous system has shown that prolonged exposure to voriconazole increased transcript levels of a CYP51 gene in *A. fumigatus* [9]. *Penicillium digitatum* possess a 199 bp insertion and 126 bp tandem repeat transcriptional enhancer element with resistance to prochloraz [10, 11]. These genetic elements have been implicated in azole resistance in many filamentous fungi due to increased expression of the target gene by increasing promoter activity. Associated point mutations in the CYP51A gene (e.g. Y126F) have been shown recently to be associated with UV-generated *P. expansum* isolates with resistance to difenoconazole [12]. Mutation in the CYP51A encoded protein is hypothesized to be important for creating an insensitive target enzyme, in which the difenoconazole fungicide cannot bind and inhibit ergosterol biosynthesis.

Epigenetic regulation in human and plant pathogenic fungi is one a contributing factor of antifungal resistance [13]. There have been other hallmarks besides CYP51 transcript activation mediating azole resistance due to ABC transporter upregulation and MFS overexpression for active fungicide efflux, particularly in medically important pathogens like *Candidia albicans* in which fluconazole is prescribed to combat yeast infections in humans [14]. In fungal phytopathogens, regulation of active efflux genes was observed through an insertion in the MFS1 promoter, a 519-bp long terminal repeat (LTR), which led to multidrug-resistant strains of *Zymoseptoria tritici.* This insertion occurs in three different variations, which introduces different transcription factor binding sites, in two of the three CYP51 loci [15]. Multiple chromosome duplication events have been demonstrated for *Cryptococcus neoformans* that manifest in resistance when exposed to azole fungicides in clinical samples [16].

A recent study [1] provided the foundation for this transcriptomic investigation as the authors determined the effective concentration of difenoconazole to inhibit 50% mycelial growth (EC_50_) for 97 blue mold isolates that encompass multiple *Penicillium* spp. from many locations around the world*.* From this baseline difenoconazole-sensitive population, three isolates were able to grow on a discriminatory dose of 5 ppm difenoconazole, but only one isolate G10 did so consistently and rigorously [1]. Therefore, to understand novel mechanisms of azole resistance in *Penicillium* spp. infecting pome fruit, we investigated transcriptional changes between one difenoconazole-resistant (G10) and one difenoconazole sensitive (P11) isolate via a comparative transcriptomic approach. The objectives of the study were to: 1) determine differences in the gene expression profiles between resistant and sensitive isolates upon exposure to difenoconazole, 2) identify specific gene classes (MFS, ABC transporters, MDRs, and transcription factors) associated with the difenoconazole resistance phenotype and 3) put transcriptomic findings into biological context by challenging the G10 *Penicillium* spp. difenoconazole resistance mechanism using broad spectrum pump inhibitors. Results from our current investigation will be coupled with ongoing functional genetic and omics-based studies in the fungus to target and monitor suites of genes involved in fungicide resistance to design rapid genetic-based detection methods, formulate new chemistries less likely to develop resistance, and synthesize additional compounds to augment chemically-based controls to mitigate fungicide-resistant blue mold isolates.

## Results

### *Penicillium* spp. characterization and pathogenic fitness in apple

Differences between difenoconazole-resistant *P. crustosum* G10 and difenoconazole-sensitive *P. expansum* P11 were investigated on difenoconazole-amended media (Fig. 1a). Growth on different concentrations of difenoconazole amended potato dextrose agar (PDA) resulted in colony diameters of 20.5 mm [1 ppm], 16 mm [2.5 ppm], and 11 mm [5 ppm] for G10 while P11 only grew 2 mm [1 ppm] (Fig. 1b). The mean colony diameter on diagnostic media (MEA, CYA and YES) for the resistant isolate G10 was 30.96 mm on (MEA) while P11 was 27.95 mm. However, on yeast extract with supplements (YES), G10 and P11 had colony diameters of 25.4 mm and 26.8 mm 25 °C 7 days post inoculation (dpi) (Supplemental Figs. S1 and S2). Mean lesion size for both isolates inoculated onto wounded ‘Golden Delicious’ apple fruit were 22.93 mm for G10 and 43.19 mm for P11 at 25 °C after 7 days and were significantly different from one another (*p* < 2.2e-16) (Fig. 1c). Conidial production for G10 was 2–5 × 10^6^ spores/mL and P11 produced less than 1 × 10^6^ spores/mL obtained from 7-day old Petri plates containing PDA which was significantly different from each other (*p* < 5.7e-09) (Fig. 1d). To determine if difenoconazole resistance was inherent to other *P. crustosum* species, we tested 3 other *P. crustosum* isolates (R1, R14, and G20) for growth on 5 μg/ml difenoconazole from a baseline sensitive *Penicillium* spp. population previously described [1]. None of these isolates grew on the discriminatory dose and were found to be sensitive (data not shown).

**Fig. 1:**
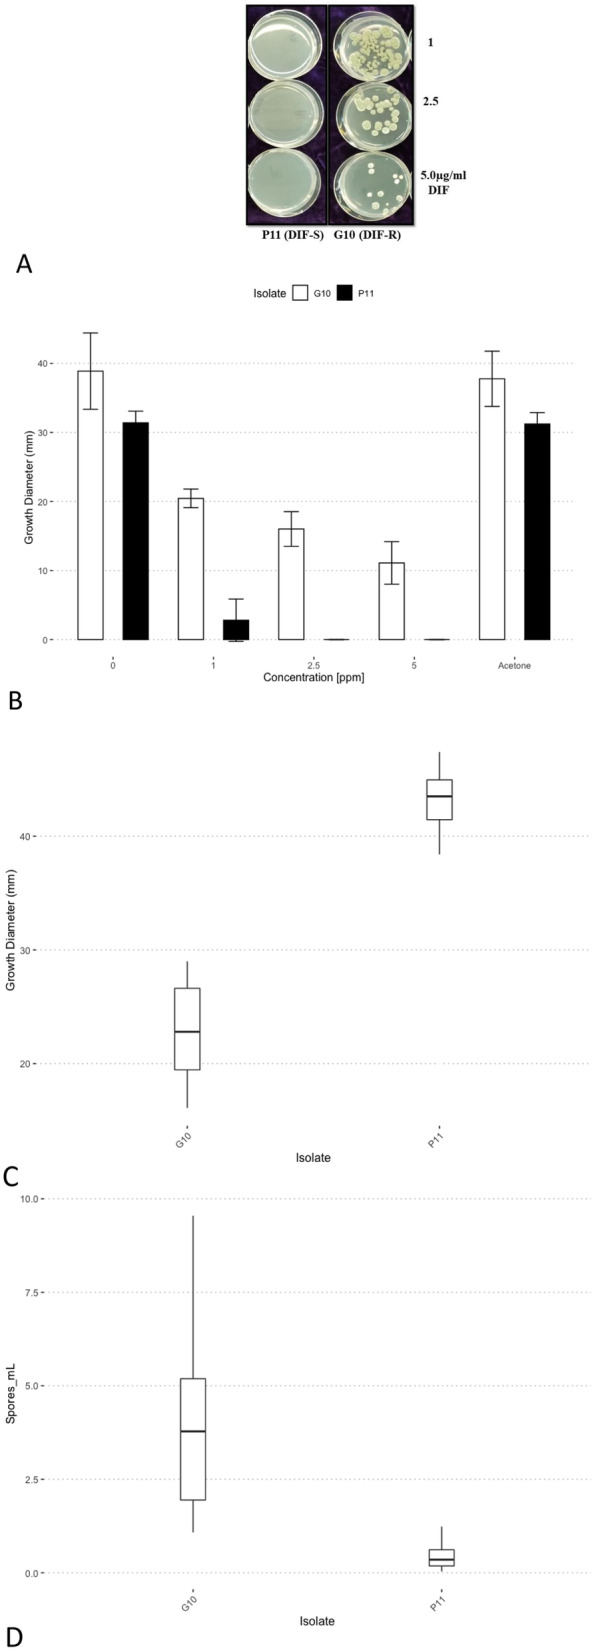
Growth of fungicide resistant (G10) and sensitive (P11) *Penicillium* spp. on 5 μg/ml difenoconazole (DIF), growth rate in culture, and conidial production in vitro*,* and virulence in apple fruit*.* **a** *Penicillium* spp. isolates P11 and G10 growing on 1, 2.5 and 5 μg/ml difenoconazole amended Potato Dextrose Agar (PDA), **b** Colony diameters of P11 and G10 on 1, 2.5 and 5 μg/ml difenoconazole-amended and unamended PDA, **c** Lesion size in apple fruit inoculated with G10 and P11 7 days post inoculation. **d** Conidial production of G10 and P11 on PDA in vitro

### Phylogenomic analysis of *Penicillium* spp.

The phylogenetic relationship of the isolates examined in this study were compared to other relevant *Penicillium* species. The *Penicillium* spp. genomes sequenced, assembled and analyzed in this study (e.g. G10 and P11) revealed high quality assemblies as indicated by Basic Universal Single Copy Orthologs (BUSCO) completeness percentage (Supplemental Table S1). Phylogenetic analysis was accomplished using 14 closely related *Penicillium* spp. genomes, with 3117 paralogous genes, which resulted in a unique taxonomic grouping. All the previously published *P. expansum* genomes plus *P. expansum* P11 grouped together with 100% boot strap support (Supplemental Fig. S3). *Penicillium crustosum* isolate G10 (difenoconazole resistant) grouped more closely to *P. solitum* IBT 29525, and *P. polonicum* IBT 4502 [17].

### Phylogenetic analysis of CYP51 isoforms and their differential gene expression

Three unique clades with high bootstrap support (100% with 100 bootstraps) were observed, when three CYP 51A, B, and C isoforms from G10 and P11, were analyzed via phylogenetic analysis (Fig. 2a). Twenty-two previously published CYP51A, B, and C coding sequences plus 6 from this study were included that encompassed 11 different genera: *P. expansum*, *P. digitatum*, *P. crustosum*, *P. chrysogenum*, *Saccharomyces cerevisiae*, *Colletotrichum acutatum*, *Fusarium graminearum*, *Aspergillus flavus*, *A. fumigatus*, *A. niger*, and *Magnaporthe grisea*. The CYP51C sequences of *P. expansum*, *P. chrysogenum*, *P. digitatum* and *P. crustosum* all grouped separately from the CYP51A and CYP51B from the others listed above. CYP51A and CYP51B each had three internal clades where *Aspergillus*, *Penicillium* and other genera separated with 100 to 96% bootstrap support. Quantitative real time expression data, presented as log_2_(Fold Change) (Log_2_FC) of difenoconazole normalized expression divided by acetone control, of the three CYP51 isoforms from both isolates showed that each gene was overexpressed in P11 and G10 when exposed to difenoconazole (Fig. 2b). Briefly, CYP51A Log_2_FC was 0.71 (+/− 0.21) for G10 and 1.22 (+/− 0.48) for P11, G10 CYP51B Log_2_FC was 0.57 (+/− 0.31) and P11 Log_2_FC was 0.77 (+/− 0.47), and the CYP51C Log_2_FC was 0.51 (+/− 0.29) for G10 and 0.88 (+/− 0.95) for P11.

**Fig. 2:**
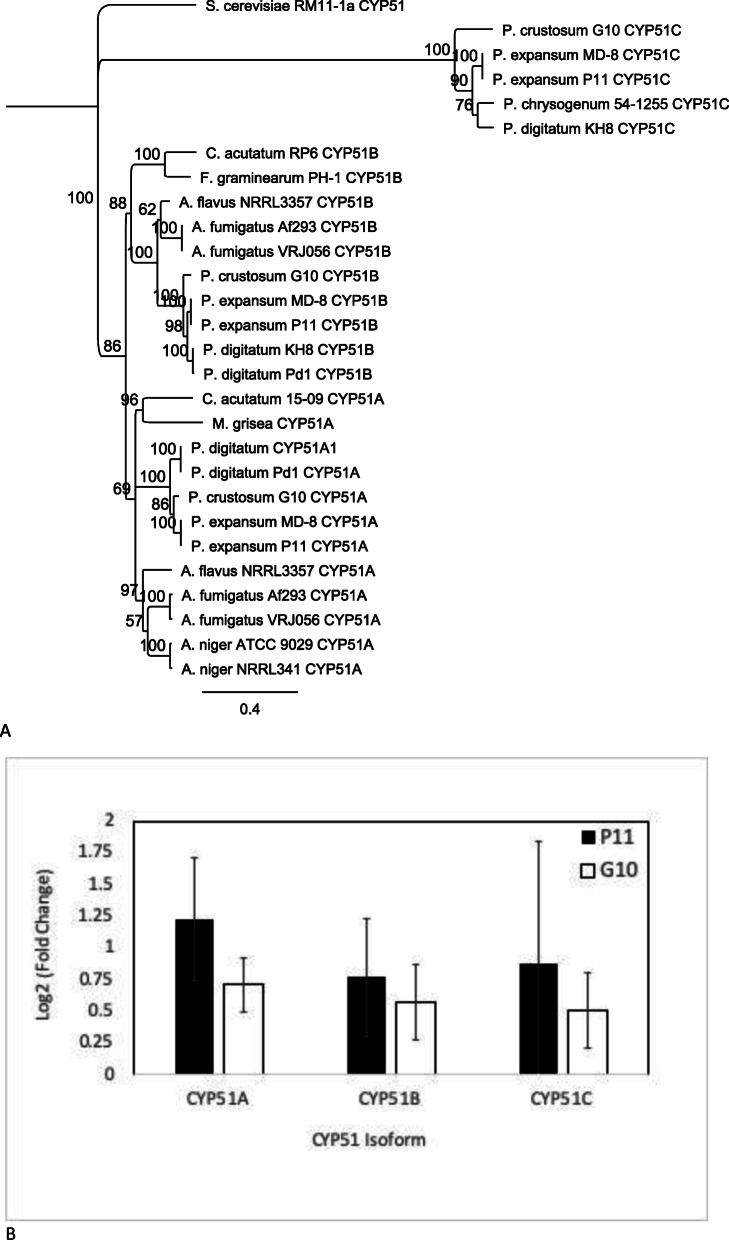
Phylogeny and differential expression of Cytochrome P450 loci in *Penicillium* spp. **a** Phylogenetic analysis of CYP51 genes from *Penicillium* species, **b** Quantitative Real time Polymerase Chain Reaction (qRT-PCR) gene expression of CYP51 A, B, and C genes

The CYP51A cDNA from P11 was 100% identical to PEX2_004640 from *P. expansum* MD8 while CYP51A from G10 was 92.3% similar. G10 and P11 CYP51A polypeptide sequences showed single amino acid differences in the ion channel and GET4/5 biding domain, but were identical in the heme binding, SRS1 and SRS4 domains (data not shown). The coding sequences of the difenoconazole-responsive CYP51B gene from P11 and G10 were analyzed and found to be devoid of the Y126F mutation associated with resistance to difenoconazole [18] and contained no mutations in the highly conserved heme binding domain located near the C-terminus of the polypeptide (data not shown). Approximately 1 kb sequence upstream of the CYP51A, B and C putative start sites were examined for G10 and P11 and did not reveal insertions or tandem repeats previously identified in other fungal systems with azole fungicide resistance (data not shown).

### RNA sequencing and comparative transcriptomics

Transcriptome analysis resulted in an average of 34,056.125 transcripts per sample, the mean number of transcripts > 1000 bp was 13,795.875, average number of GeneMarkS-T genes was 20,252.8, and average database coverage of 74.75% determined with rnaQUAST [19]. 

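RNA-seq was run on mycelium of G10, the difenoconazole-resistant P. crustosum isolate, and P11, the sensitive P. expansum isolate. Difenoconazole is an azole fungicide that targets the CYP51 step of ergosterol synthesis. Cultures were grown for 3 days and harvested 24 h after addition of 5 µg/ml difenoconazole or of acetone, its carrier. Each of the 4 groups had 4 libraries, named by replicate letters. The authors deposited Salmon output for each library, which lists an estimated count and a TPM value for 11060 transcripts of P. expansum MD-8, the same transcripts for both isolates. The transcripts' lengths were all multiples of 3, so they hold coding sequence without UTRs. Estimated counts were summed as the depth of each library. P11 acetone libraries held 14102190 to 14382306 counts (median 14176512) and P11 difenoconazole libraries 13852259 to 14531801 (median 14147537). G10 difenoconazole libraries held 9066618 to 12411716 counts (median 10528911). G10 acetone B, C and D held 9385929, 8342244 and 9853706 counts, and G10 acetone E held 9369, so that a single count in that library carried far more weight than in the others. Table S2 gives 41497836 total sequences for G10 acetone E, and 40082676 to 41497836 over all 16 libraries. Estimated counts were rounded to whole numbers, scaled by TMM and tested with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, over transcripts with a total above 10. An adjusted p under 0.05 was called.

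**Figure D1:**
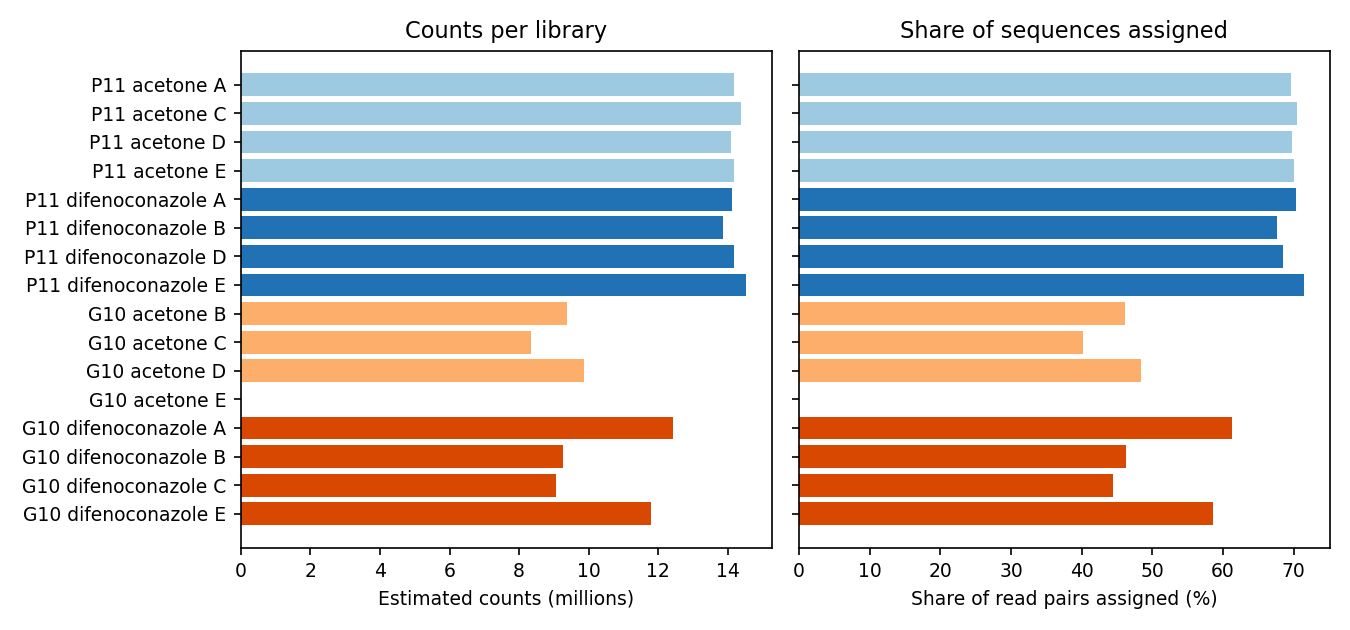
Estimated counts per library (left) and share of read pairs assigned to transcripts in percent (right), 1 bar per library, coloured by isolate and treatment. G10 acetone E, with 9369 counts, has no visible bar, and the other G10 libraries lie below the P11 libraries in both panels.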

The mean number of unaligned transcripts was 4445.68 and the average number of mismatches per transcript was 32.2. 

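The share of sequenced read pairs assigned to P. expansum transcripts was computed as the summed estimated count over the total sequences of Table S2 divided by 2. The paper gives paired-end sequencing, and these totals are taken to count both reads of a pair. The share was 69.7% ± 1.21 (SD, n = 8) in P11, with a range of 67.6% to 71.5%. In G10 it was 43.2% ± 18.8 (SD, n = 8). The difference, G10 minus P11, was -26.55 percentage points (exact two-sided permutation test over 12870 splits, p = 0.0001554, the smallest p that 8 libraries against 8 allow). With G10 acetone E at 0.0452% left out, G10 stood at 49.3% ± 7.69 (SD, n = 7) and the difference at -20.39. Over the total sequences undivided, as would hold if they count pairs, the difference is -13.27. The per-sample values of Table S2, which are the paper's, split by isolate in the same way. Mismatches per assembled transcript were 60.5 ± 2.82 (SD, n = 8) in G10 and 3.97 ± 0.612 (SD, n = 8) in P11. Unaligned transcripts numbered 7705 ± 1788 (SD, n = 8) in G10 and 1186 ± 401 (SD, n = 8) in P11. Database coverage was 69.8% ± 2.39 (SD, n = 8) and 79.8% ± 0.880 (SD, n = 8).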

Significantly differentially expressed genes were analyzed as treatment over control which allows observation of expression patterns of each individual isolate during the difenoconazole treatment. Gene expression of select loci was plotted across all treatments and strains, for resistant G10 only and sensitive P11 based on *p*-value cut off and log2(FoldChange) (Fig. 3a-c). The top 150 significantly differentially expressed genes for (treatment over control) analysis were identified to create a Venn Diagram showing the associated up and down regulated genes for each category and where they overlap (Fig. 3d).

**Fig. 3:**
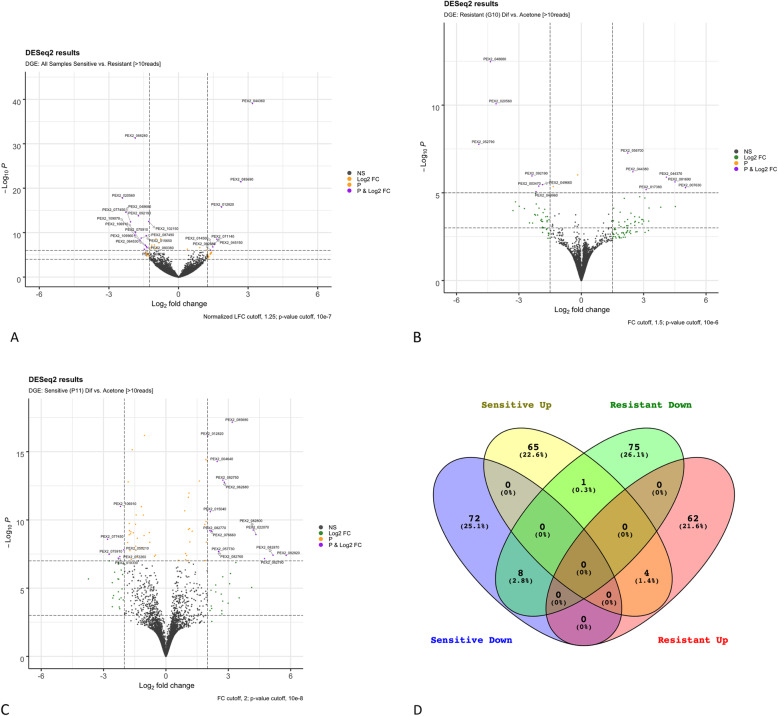
Plots showing RNA-seq data for difenoconazole resistant (G10) and sensitive (P11) *Penicillium* spp. **a** genes expressed amongst all treatments in both resistant (G10) and sensitive (P11) isolates (Log2Fold > 1.25 DGE +/−), **b** difenoconazole-responsive transcripts in resistant G10 (treatment/control) and **c** difenoconazole-responsive genes in sensitive P11 (treatment/control). **d** Venn diagram showing the top 150 genes up and down regulated in sensitive and resistant isolates in response to difenoconazole treatment

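Difenoconazole and acetone libraries of both isolates were compared in 1 fit of all 16 libraries with isolate as a term. Of 10485 transcripts tested, 9 were called higher and 13 lower with difenoconazole, 22 in all, and 1264 had an unadjusted p under 0.05. DESeq2, the tool of the paper's methods, called 375 (152 higher, 223 lower), and the 22 were among them. With the effective lengths it called 378 (152 higher, 226 lower), which held 21 of the 22. Leaving out 1 library moved the count of 22 by more than 1.5 times in 5 cases. It became 75 (41 higher, 34 lower) without P11 difenoconazole B and 54 (35 higher, 19 lower) without G10 difenoconazole B, where most were higher. It became 73 (27 higher, 46 lower) without G10 acetone B, 43 (14 higher, 29 lower) without G10 acetone E and 14 (4 higher, 10 lower) without P11 acetone D.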

The overall distribution of differentially expressed transcripts amongst all treatments was skewed toward those that were upregulated. 

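At the thresholds printed in Fig. 3a, an absolute log2 fold change over 1.25 and an unadjusted p under 1e-06, 2 transcripts were higher and 4 lower with difenoconazole across both isolates. PEX2_044360 and PEX2_085690 were the higher ones, and PEX2_020560, PEX2_048680, PEX2_077450 and PEX2_092190 the lower ones, PEX2_092190 being named after its values were seen. DESeq2 without shrinkage put 8 higher and 16 lower past the same thresholds. The total of 6 fell to 2 without G10 difenoconazole E or without G10 difenoconazole B, and to 3 without G10 difenoconazole C or without P11 difenoconazole B. The title printed in Fig. 3a names isolates. P11 set against G10 over all libraries gave 1535 transcripts higher in P11 and 368 higher in G10 past these thresholds. Loss of G10 reads in counting on P. expansum transcripts may add to this excess.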

There were 27 genes significantly upregulated and 12 down regulated (Fig. 3a). 

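PEX2_032540 changed little with difenoconazole across both isolates, with a log2 fold change of -0.06 (standard error 0.34, edgeR adjusted p = 0.977), and the size is within the error. With 1 library left out it lay between -0.16 and 0.049, above 0 without G10 difenoconazole C (0.010), G10 difenoconazole A (0.035) or G10 acetone D (0.049). The isolates differed by more, with P11 above G10 by a log2 difference of 8.05 (standard error 0.43, edgeR adjusted p = 1.16e-10). G10 libraries held 18 counts of PEX2_032540 in total and P11 libraries 15807. The 18 lay in G10 acetone C and D and difenoconazole B and E, with 0 in the other 4 G10 libraries, and those 4 libraries also held low counts of most of 234 transcripts that are abundant in P11 and scarce in G10. The size of the isolate difference rests on these few counts. The median log2 difference between isolates over all transcripts tested was 0.36 with TMM and 0.22 with DESeq2's size factors.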

The most significantly upregulated was PEX2_032540 a pepsin like aspartic protease. Another significantly upregulated gene was PEX2_004930 encoding a ABC transporter, and most significantly down regulated was a pectinesterase (PEX2_040830). 

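The log2 fold change of PEX2_004930 with difenoconazole across both isolates was -0.27 (standard error 0.35, edgeR adjusted p = 0.832). P11 exceeded G10 by 7.39 (standard error 0.43, edgeR adjusted p = 2.54e-10), from 14174 counts in P11 and 25 in G10, of which all but 2, in difenoconazole A, lay in G10 acetone C and D and difenoconazole B and E. PEX2_040830 fell by 1.28 across both isolates (standard error 0.36), which edgeR did not call at an adjusted p of 0.129. DESeq2 called PEX2_040830 with an adjusted p of 6.23e-05, and its adjusted p over the preset alternatives ran from 6.23e-05 to 1.00. PEX2_040830 was counted almost entirely in G10, at 86.0 ± 16.4 normalized CPM (SD, n = 4) with acetone and 31.4 ± 6.15 (SD, n = 4) with difenoconazole. P11 libraries held 26 counts of it in total, and the log2 difference of P11 from G10 was -8.15 (standard error 0.40, edgeR adjusted p = 8.84e-11).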

Normal distribution of transcripts was observed for G10 difenoconazole-responsive genes as 7 loci were down regulated and 6 upregulated that encoded an array of CAZymes, transporters, and cellular detoxification (Fig. 3b). For example, Cytochrome P450 Type 2 was the highest upregulated transcript and a hypothetical protein was the most downregulated. 

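In the 8 G10 libraries, 2 transcripts of 8533 tested were called higher and 3 lower with difenoconazole, and 797 had an unadjusted p under 0.05. DESeq2 called 22 higher and 25 lower, with the 5 of edgeR among them. DESeq2 without G10 acetone E, a setting chosen after the data were seen, called 239 (114 higher, 125 lower). Without that library edgeR called 7 (2 higher, 5 lower). All 16 libraries in 1 edgeR fit, the preset alternative that moved the edgeR count most, called 166 in G10 (66 higher, 100 lower), with the 5 among them. That fit had a common dispersion of 0.220 in place of 0.417 for G10 alone, a narrower spread. At the thresholds of Fig. 3b, a log2 fold change over 1.5 and an unadjusted p under 1e-05, edgeR gave 1 higher and 1 lower, and DESeq2 without shrinkage 8 and 9. Single libraries moved these counts. The number of calls was 1 without G10 difenoconazole E or without G10 acetone D, and 2 without G10 difenoconazole C or A. It was 9 without G10 difenoconazole B (8 higher, 1 lower) and 9 without G10 acetone B (1 higher, 8 lower). The number past the Fig. 3b thresholds was 1 without G10 difenoconazole E, G10 difenoconazole C or G10 acetone D, and 5 without G10 difenoconazole B. In counts simulated with the means and common dispersion of these libraries, edgeR recovered 6% and DESeq2 22.5% of transcripts changed by a log2 fold change of 2. Those changed had a simulated mean of at least 50 counts. At that spread, changes of that size were mostly not detectable.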

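Apart from PEX2_044360, an ABC transporter, 4 transcripts were called in G10, and the paper's text names none of them by identifier. Transcripts that it gives by product alone could not be matched to them. PEX2_085690 rose by a log2 fold change of 5.44 (standard error 0.74, edgeR adjusted p = 0.0186). Its normalized CPM went from 8.22 ± 6.04 (SD, n = 4), or 5.43 ± 2.78 (SD, n = 3) without G10 acetone E, to 255 ± 130 (SD, n = 4). The log2 fold change was -5.27 for PEX2_052790 (standard error 0.86, edgeR adjusted p = 0.0498), -4.53 for PEX2_048680 (standard error 0.52, edgeR adjusted p = 0.00479) and -4.35 for PEX2_020560 (standard error 0.67, edgeR adjusted p = 0.0461). In all of them the 4 difenoconazole libraries lay on 1 side of the 4 acetone libraries. PEX2_048680 was called with any single library left out. PEX2_085690 was lost without G10 difenoconazole E, G10 acetone D or G10 acetone C, with edgeR adjusted p from 0.0520 to 0.131. PEX2_052790 was called only without G10 acetone C or B, and its edgeR adjusted p was 0.0563 to 0.238 without any of the other 6 libraries. RLE scaling also moved it to 0.0628, and its adjusted p over the preset alternatives ran from 2.61e-05 to 0.238. PEX2_020560 was called only without G10 acetone E, C or B, and was at 0.0503 to 0.238 without any of the other 5.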

Other loci that were significantly increased included glutathione-S-transferase, a glycoside hydrolase and an ATPase. Significantly downregulated genes included MFS, FAD oxidase, peptide transport, and two containing Domains of Unknown Function (DUF). For the sensitive P11 strain, data was slightly skewed toward upregulated responses that encompassed 15 difenoconazole-responsive genes and 6 downregulated (Fig. 3c). 

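In the 8 P11 libraries, 109 of 10368 transcripts tested were called, 50 higher and 59 lower with difenoconazole, and 2054 had an unadjusted p under 0.05. DESeq2 called 890 (416 higher, 474 lower), which included the 109. At the thresholds of Fig. 3c, a log2 fold change over 2 and an unadjusted p under 1e-07, edgeR gave 1 transcript higher and 1 lower, and DESeq2 without shrinkage 23 and 10. The number of calls depended on every library. Without P11 difenoconazole A, B, D or E it was 23 (17 higher, 6 lower), 496 (294 higher, 202 lower), 40 (19 higher, 21 lower) and 33 (21 higher, 12 lower). Without P11 acetone A, C, D or E it was 51 (21 higher, 30 lower), 48 (26 higher, 22 lower), 13 (8 higher, 5 lower) and 24 (12 higher, 12 lower). The number past the Fig. 3c thresholds was 1 without P11 acetone C and 0 without any of the other 7 libraries. In all 16 libraries fitted together, whose spread was wider, 24 transcripts were called for P11 (17 higher, 7 lower). In counts simulated with the means and common dispersion of the P11 libraries, both tools recovered 99% of transcripts changed by a log2 fold change of 2. The changed transcripts had a simulated mean of at least 50 counts, so scarcer ones were not covered.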

The highest upregulated transcript encoded a glucose dehydrogenase and the greatest downregulated transcript encoded a peptidase. 

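Past the Fig. 3c thresholds with edgeR lay PEX2_010270 and PEX2_088280. PEX2_010270 rose by a log2 fold change of 7.11 (standard error 0.41, edgeR adjusted p = 0.000315), from 5.55 ± 3.13 (SD, n = 4) to 761 ± 105 (SD, n = 4) normalized CPM. PEX2_088280 fell by 2.00 (standard error 0.12, edgeR adjusted p = 0.000315), from 23.4 ± 1.14 (SD, n = 4) to 5.80 ± 0.548 (SD, n = 4). PEX2_022080 rose by 3.91 (standard error 0.42, edgeR adjusted p = 0.00685). PEX2_109070 fell by 2.6 (standard error 0.25, edgeR adjusted p = 0.00493) and PEX2_020560 by 2.53 in P11 (standard error 0.19, edgeR adjusted p = 0.0011). These 5 were called in P11 with any single library left out. In all 16 libraries fitted together PEX2_109070 was not called, at an adjusted p of 0.0775, the highest of its preset alternatives, which began at 7.49e-20. PEX2_077450 fell by 2.99 (standard error 0.52, edgeR adjusted p = 0.0423). It stayed called without P11 difenoconazole B or P11 acetone A, and its edgeR adjusted p was 0.0608 to 0.144 without any of the other 6 libraries. For all of them, the 4 difenoconazole libraries lay on 1 side of the 4 acetone libraries.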

In order to observe similarities, differences and uniquely expressed genes, the top 150 most significantly differentially expressed genes were analyzed using a Venn diagram (Fig. 3d). 

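The 150 transcripts of smallest p were taken in each isolate from separate fits that share no library. They had 13 transcripts in common, where 2.15 would be expected among the 8452 tested in both isolates (two-sided Fisher's exact test, odds ratio 7.20, p = 1.944e-07). That test takes transcripts as independent, which they are not, so its p is too small. Among 100 splits of the libraries, chosen as a check after the results were seen, the real one alone reached 13. The others shared a median of 3 and at most 12. Lower with difenoconazole in both isolates were 8, namely PEX2_010890, PEX2_020560, PEX2_048680, PEX2_075910, PEX2_077450, PEX2_087490, PEX2_092190 and PEX2_102150, which are listed as they came out. Their log2 fold changes ran from -4.53 to -1.50 in G10 and from -2.99 to -1.31 in P11. The list length moved the overlap most, to 6 for the top 50 and 28 for the top 300. With 1 library left out, 10 to 19 transcripts were shared.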

There were 8 genes downregulated in both sensitive and resistant isolates in response to difenoconazole (Fig. 3d). Four genes were upregulated in both resistant and sensitive isolates, and only one gene was upregulated in the sensitive isolate but downregulated in the resistant isolate, PEX2_077570, a cytochrome P450.

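Of the shared transcripts of the 2 lists of 150, 3 were higher with difenoconazole in both isolates, and DESeq2 gave 4. Another 2, PEX2_077570 and PEX2_043160, were higher in P11 and lower in G10, and 0 went the opposite way. PEX2_077570 stood at 110 ± 26.1 normalized CPM (SD, n = 4) with acetone and 447 ± 121 (SD, n = 4) with difenoconazole in P11, a log2 fold change of 2.04 (standard error 0.25, edgeR adjusted p = 0.011). Without P11 acetone E or without P11 acetone D, its edgeR adjusted p rose to between 0.0530 and 0.0650, and all 16 libraries in 1 fit gave 0.134. In G10 it went from 46.8 ± 28.8 (SD, n = 4) to 9.12 ± 5.84 (SD, n = 4), a log2 fold change of -2.46 (standard error 0.62) that edgeR did not call at an adjusted p of 0.247. All 16 libraries in 1 fit, whose spread was narrower than that of the G10 libraries alone, called this fall at 0.0353. The adjusted p over the preset alternatives ran from there to 0.531. DESeq2 without G10 acetone E, a setting chosen after the data were seen, called it at 0.0203. The difference between the 2 responses was tested as an interaction and was 4.50 (standard error 0.74, edgeR adjusted p = 0.0423). It was called without G10 difenoconazole B, G10 difenoconazole C or G10 acetone B, and lay between 0.0521 and 0.161 without any of the other 13 libraries. Across all transcripts, 5 of 10485 had a called difference in response, 1102 had an unadjusted p under 0.05, and DESeq2 called 151 (80 higher and 71 lower in P11 relative to G10, where edgeR had 4 and 1). The median difference over all transcripts was -0.079 with TMM and 0.083 with DESeq2's size factors. Leaving out single libraries gave 0 calls in 11 of 16 edgeR fits, with 839 to 1347 transcripts at an unadjusted p under 0.05 in them, 1 call without P11 difenoconazole A, G10 difenoconazole C or G10 acetone E, 6 without G10 acetone B and 64 without G10 difenoconazole B.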

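The reference symbols of P. expansum name 5 heat shock genes, hsp60, hsp70, hsp78, hsp88 and hsp90, a list added after the tests had been set. All had higher counts in G10 than in P11, with log2 differences of P11 from G10 of -4.15 to -1.92. edgeR called 4 of them over all transcripts tested, hsp90 having an adjusted p of 0.0535, and 5 when adjusted over the list alone. DESeq2 called 5. With difenoconazole the 5 rose by log2 fold changes of 1.97 to 2.87 in G10 and 0.17 to 0.57 in P11. edgeR and DESeq2 called 0 of them in either isolate, the lowest edgeR adjusted p being 0.714 in G10 and 0.252 in P11, and 0 differed in response by either tool, with a lowest edgeR adjusted p of 0.709. An unadjusted p under 0.05 was seen for 1 of the 5 in P11, and for 0 in G10 or for the difference in response. The spread between G10 libraries was large. hsp70 took 15.0% of all counts in G10 difenoconazole C, 11.5% in G10 difenoconazole A and 7.63% in G10 acetone C. In G10 difenoconazole E and B and G10 acetone B and D it took 0.469% to 1.4%, and in P11 libraries 0.415% to 1.11%. ATPase genes were not analysed here.

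**Figure D2:**
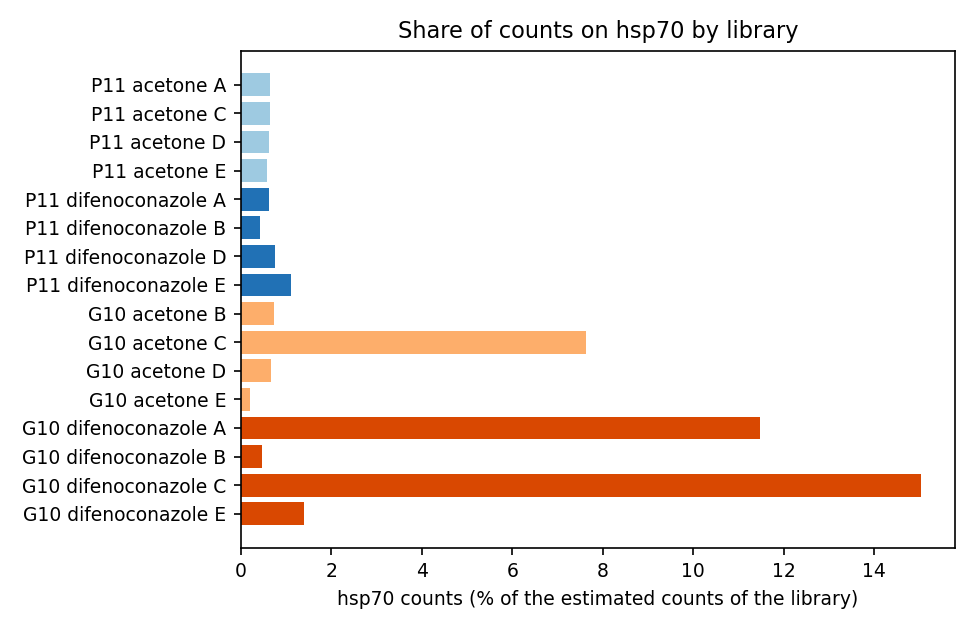
Share of the estimated counts of each library that fell on hsp70, in percent, 1 bar per library coloured by isolate and treatment. G10 difenoconazole C (15.0%), G10 difenoconazole A (11.5%) and G10 acetone C (7.63%) stand above the other libraries.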

The resistant isolate (G10) expressed the ATPase and heat shock protein (HSP) gene classes more and were often not expressed in the sensitive (P11) isolate. 

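PEX2_044360 had 1514 ± 908 normalized CPM (SD, n = 4) in G10 with difenoconazole and 200 ± 224 (SD, n = 4) in P11 with difenoconazole. With acetone it had 6.27 ± 7.02 (SD, n = 4) in G10, or 2.82 ± 1.57 (SD, n = 3) without G10 acetone E, and 1.62 ± 0.34 (SD, n = 4) in P11. Over all libraries the log2 difference of P11 from G10 was -1.92 (standard error 0.58, edgeR adjusted p = 0.00803), and it was called with any single library left out. In acetone libraries alone it was -0.88 and not called, with an adjusted p of 0.204, the highest over the preset alternatives, which began at 0.000528. Difenoconazole raised PEX2_044360 in G10 by a log2 fold change of 8.79 (standard error 1.4, edgeR adjusted p = 0.0481) and in P11 by 6.95 (standard error 0.99, edgeR adjusted p = 0.0212), with every difenoconazole library above every acetone library. The G10 response was called without G10 difenoconazole B or without G10 acetone E, and had an edgeR adjusted p of 0.0927 to 0.238 without any of the other 6 libraries. With RLE scaling it was 0.0501, and over the preset alternatives it reached 0.238. The P11 response was called without P11 difenoconazole A, B or D, and had an edgeR adjusted p of 0.0539 to 0.102 without any of the other 5 libraries. P11 difenoconazole A had the highest value of its group, 516 normalized CPM. The P11 log2 fold change was 5.88 without it and 7.31 without P11 difenoconazole B, the lowest and highest with single libraries left out. The difference between the 2 responses was -2.02 (standard error 1.17, edgeR adjusted p = 0.567) and was not called. With single libraries left out it lay between -3.09 (without P11 difenoconazole A) and -1.63 (without G10 difenoconazole C). Across both isolates the log2 fold change was 7.79 (standard error 0.79, edgeR adjusted p = 9.66e-05).

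**Figure D3:**
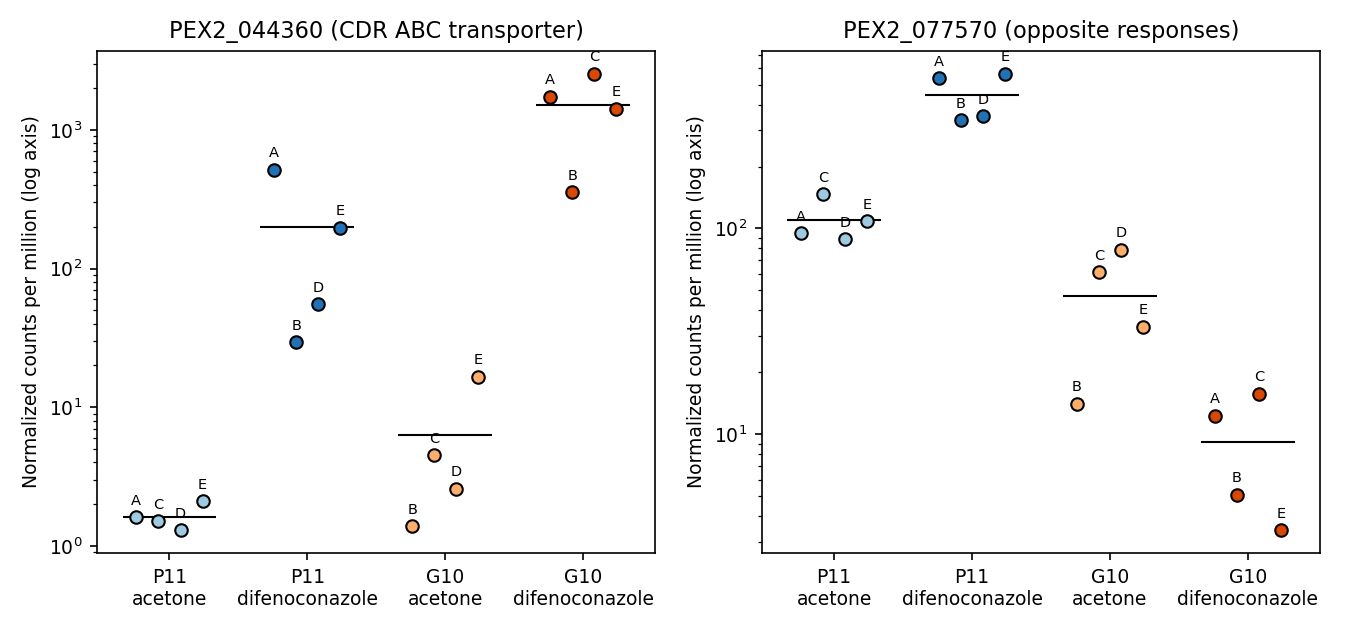
Normalized CPM on a log axis of PEX2_044360 (left) and PEX2_077570 (right) in each library, lettered by replicate, with a line at the mean of each group of 4. PEX2_044360 is higher with difenoconazole in both isolates, and PEX2_077570 is higher with difenoconazole in P11 and lower in G10.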

For ABC-transporters the CDR ABC transporter PEX2_044360 was significantly over expressed in the resistant isolate compared to the sensitive. The alcohol dehydrogenase super family zinc type PEX2_012910 MDR was upregulated in the resistant compared to sensitive (Table 1). 

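The log2 difference of PEX2_012910 in P11 from G10 over all libraries was 0.42 (standard error 0.46, edgeR adjusted p = 0.428), within its error, and the mean was 18.9 ± 29.1 normalized CPM (SD, n = 8) in G10 and 16.5 ± 6.20 (SD, n = 8) in P11. In difenoconazole libraries alone it was -0.67, which was not called, and in acetone libraries alone 1.58, where it was called at an adjusted p of 0.0320. Over the preset alternatives the adjusted p ran from 0.0320 to 0.705. Without G10 difenoconazole A the difference was 0.98 with an edgeR adjusted p of 0.0402. PEX2_012910 had 34.6 ± 36.0 normalized CPM (SD, n = 4) in G10 with difenoconazole and 3.07 ± 3.26 (SD, n = 4) with acetone, and 20.8 ± 5.28 (SD, n = 4) and 12.2 ± 3.50 (SD, n = 4) in P11. The response in G10 was 3.10 (standard error 0.86, edgeR adjusted p = 0.298). All 16 libraries in 1 fit, whose spread was narrower than in G10 alone, called it at 0.0481. Its adjusted p over the preset alternatives ran from 0.0367 to 0.787. DESeq2 without G10 acetone E, chosen after the data were seen, called it at 0.0263. In P11 it was 0.79 (standard error 0.26, edgeR adjusted p = 0.154), or 0.0480 without P11 difenoconazole B. The difference between the responses was -2.31 (standard error 0.94, edgeR adjusted p = 0.391).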

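Over all 16 libraries, 6958 of 10485 transcripts were called different between P11 and G10, 4405 higher in P11 and 2553 higher in G10, and DESeq2 called 6909. G10 reads that failed to be counted on P. expansum transcripts may add to the excess in P11. All 15 genes of Table 1 were called, 6 higher in P11 and 9 higher in G10, with log2 differences of P11 from G10 from -9.94 to 10.42. The study chose these genes on the same libraries, so the same count of 15 adjusted over the list alone is not independent evidence. By difenoconazole, edgeR called 0 of the 11 tested in G10, as did DESeq2, with 0 also when adjusted over the list alone and 3 at an unadjusted p under 0.05. In P11 edgeR called 1 of 13, PEX2_082770, and 2 when adjusted over the list alone. The smallest p over all transcripts belonged to PEX2_029080 among those higher in P11, with a log2 difference of 9.42 (standard error 0.39, edgeR adjusted p = 6.99e-11) against 2 counts in G10, and to PEX2_013820 of Table 1 among those higher in G10, with -6.46 (standard error 0.29, edgeR adjusted p = 6.99e-11). The G10 counts of PEX2_082770, PEX2_063220, PEX2_087000 and PEX2_090570 of Table 1 (14, 10, 6 and 5) lay only in G10 acetone C and D and difenoconazole B and E.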

Genes exhibiting the opposite expression patterns between G10 and P11 for ERG6, 5, and 4. 

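The genes were found by their reference symbols, erg6 (PEX2_079190), erg5 (PEX2_006780) and erg4 (PEX2_032050). The log2 fold change of erg6 with difenoconazole was 0.87 in G10 (standard error 0.77, edgeR adjusted p = 0.773) and 1.07 in P11 (standard error 0.17, edgeR adjusted p = 0.0318). The P11 call held without P11 difenoconazole B and was lost without any of the other 7 libraries, at an edgeR adjusted p of 0.0529 to 0.137. All 16 libraries in 1 fit gave 0.704 for it, while the lowest adjusted p of its preset alternatives was 5.64e-06. For erg5 the log2 fold change was -0.39 in G10 (standard error 0.43, edgeR adjusted p = 0.832) and 0.63 in P11 (standard error 0.20, edgeR adjusted p = 0.15), which was called at 0.0365 without P11 difenoconazole B. For erg4 it was 0.80 in G10 (standard error 0.71, edgeR adjusted p = 0.773) and 0.42 in P11 (standard error 0.15, edgeR adjusted p = 0.168). With single libraries left out, the G10 response lay between 0.44 (without G10 acetone E) and 1.20 (without G10 acetone C) for erg6, -0.61 (without G10 acetone E) and -0.18 (without G10 acetone C) for erg5, and 0.43 (without G10 acetone E) and 1.46 (without G10 acetone B) for erg4. The responses of the isolates were not shown to differ. The difference of P11 from G10 was 0.24 for erg6 (standard error 0.71, edgeR adjusted p = 1.00), -0.051 to 0.54 with single libraries left out, the value below 0 coming without G10 acetone C. It was 1.04 for erg5 (standard error 0.43, edgeR adjusted p = 0.393), which DESeq2 without G10 acetone E, a setting chosen after the data were seen, called at 0.0473 and the preset alternatives put between 0.142 and 0.632, and -0.33 for erg4 (standard error 0.62, edgeR adjusted p = 0.938), from -0.95 without G10 acetone B to -0.070 without G10 acetone E. Of 14 reference symbols that start with erg, a list added after the tests had been set, edgeR called 3 higher in P11, or 6 when adjusted over the list alone, and DESeq2 called 4. In G10 edgeR and DESeq2 called 0, with 1 at an unadjusted p under 0.05, and the lowest edgeR adjusted p of the 14 was 0.515.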

ERG6 and 5 genes are downregulated in G10 but up regulated in P11, yet the ERG4 gene is up regulated in G10 but downregulated in P11 in the presence of difenoconazole (Fig. 4). 

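PEX2_030910 had 5 counts in G10 difenoconazole A, 5 in G10 difenoconazole E and 0 in G10 difenoconazole B and C. The G10 acetone libraries held 0 counts, so the group mean was at least 3.16-fold higher with difenoconazole, against a limit of 3 counts over the acetone group that covers counting error only. P11 libraries held 6 counts of PEX2_030910 with difenoconazole and 1 with acetone. Its total in G10 was below the filter. Unfiltered, the fitted log2 fold change in G10 was 4.35 (standard error 1.77, edgeR adjusted p = 0.496), a value that depends on the prior count. The difference in response of P11 from G10 was -3.54 (standard error 3.14, edgeR adjusted p = 0.726). PEX2_082510 had 3131 counts in G10 difenoconazole A and 670 in C, against 14 in B and 16 in E, and 24, 25, 16 and 1 in G10 acetone B, C, D and E. The log2 fold change in G10 was 6.00 (standard error 1.70), not called by edgeR at an adjusted p of 0.301. DESeq2 called it at 0.0147, and all 16 libraries in 1 edgeR fit, whose spread was narrower than in G10 alone, called it at 0.0481. Over the preset alternatives the adjusted p ran from 0.0147 to 0.973. In P11 the log2 fold change was 0.65 (standard error 0.28, edgeR adjusted p = 0.239). The difference in response was -5.45 (standard error 1.73, edgeR adjusted p = 0.273), with 0.0598 to 0.764 over the preset alternatives and 0.0160 with DESeq2 without G10 acetone E, chosen after the data were seen. P11 lay below G10 by -1.01 over all libraries (standard error 0.81, edgeR adjusted p = 0.282), or by -0.13 without G10 difenoconazole A, and above it in acetone libraries alone, by 1.71 (adjusted p = 0.0136, with a range of 0.0136 to 0.887 over the preset alternatives). PEX2_036280 was found in 2 of the 4 G10 difenoconazole libraries, with 14 counts in A and 9 in E, and G10 acetone libraries held 1 count, in D. It was higher in P11, by a log2 difference of 2.63 over all libraries (standard error 0.75, edgeR adjusted p = 0.00524). In difenoconazole libraries alone this was 0.39 and not called, with an adjusted p of 0.721, the highest of the preset alternatives.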

We observed TF expression in G10 that is remarkably different than that of P11 with PEX2_030910 Zn (2) Cys (6) (pfam 00172) being Log2FC > 4 upregulated when exposed to difenoconazole (Fig. 5) The resistant (G10) isolate more highly expressed multiple classes of Multi-Function Substrate (MFS) (PEX2_082510 and PEX2_36280), ATP-Binding Cassette (ABC) (PEX2_044360), and Multi-Drug Resistant (MDR) (PEX2_012910) related genes compared to the P11 sensitive isolate (Fig. 6a-c). The involvement of active efflux pumps was further investigated using broad spectrum pharmacological inhibitors. Clorgyline, but not milbemycin oxime reversed difenoconazole resistance in G10 in a dose-dependent fashion alone and in combination with milbemycin oxime (Fig. 7).

**Table 1:** The top 5 most differentially expressed genes that are downregulated in difenoconazole-resistant G10 and upregulated in difenoconazole-sensitive P11. The five most upregulated genes in G10 but downregulated in P11. Also, the top 5 most statistically significant transcripts amongst the transcriptome data set are shown

Gene	Function	baseMean	Log Fold Change	Resistant (G10)	Sensitive (P11)	Adjusted ***P*** value
PEX2_103120	**Aldo/keto reductase**	280.5	10.64	DOWN	UP	6.10092E-22
PEX2_082770	**Glucose-methanol-choline oxidoreductase, C-terminal**	772.75	9.83	DOWN	UP	2.04811E-28
PEX2_090570	**hypothetical protein**	151.78	9.76	DOWN	UP	3.27597E-19
PEX2_063220	**hypothetical protein**	530.25	9.67	DOWN	UP	7.29109E-28
PEX2_087000	**HAD-superfamily hydrolase, subfamily IA, variant 3**	314.9	9.43	DOWN	UP	6.17432E-21
PEX2_038660	**hypothetical protein**	231.12	−11.5	UP	DOWN	4.68733E-24
PEX2_024490	**NAD-dependent epimerase/dehydratase**	12,942.41	−10.92	UP	DOWN	3.5552E-45
PEX2_080600	**AMP-dependent synthetase/ligase**	2219.3	−10.42	UP	DOWN	1.12256E-43
PEX2_089800	**hypothetical protein**	209.88	−10.06	UP	DOWN	2.02213E-26
PEX2_089790	**Sterile alpha motif, type 2**	79.93	−9.95	UP	DOWN	1.93409E-18
PEX2_014150	**hypothetical protein**	1416.75	−7.9	UP	DOWN	9.8643E-129
PEX2_067310	**Bicupin, oxalate decarboxylase/oxidase**	4486.4	6.61	DOWN	UP	1.08E-128
PEX2_013820	**Short-chain dehydrogenase/reductase SDR**	460.03	−6.8	UP	DOWN	2.24942E-93
PEX2_080200	**Major facilitator superfamily domain, general substrate transporter**	2103.93	−7.25	UP	DOWN	1.34062E-88
PEX2_035400	**Inositol monophosphatase**	2368.63	− 5.4	UP	DOWN	4.10718E-81

**Fig. 4:**
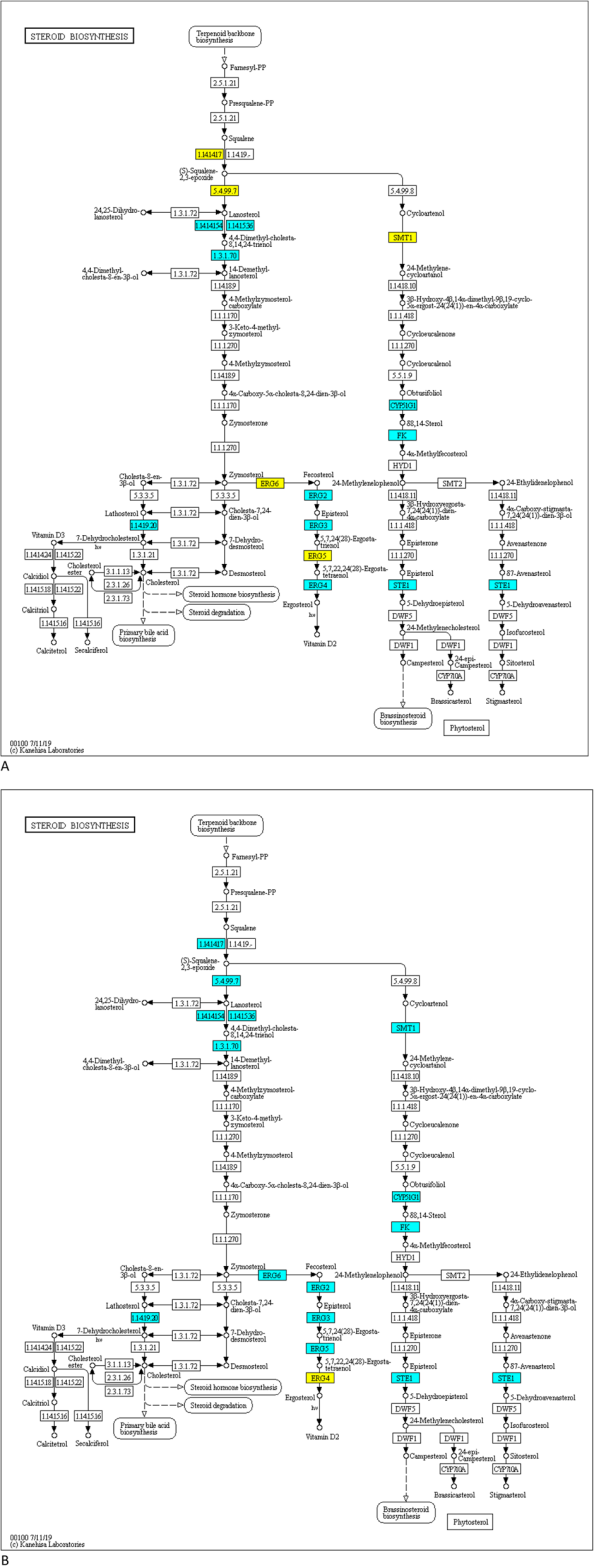
KEGG map of ergosterol pathway genes differentially regulated, upregulated in blue and downregulated in yellow, in *Penicillium* species **a** G10 and **b** P11 isolates after exposure to 5 μg/ml difenoconazole. Copyright permission was granted for use and modification of: M00101 Cholesterol biosynthesis, squalene 2,3-epoxide = > cholesterol. M00102 Ergocalciferol biosynthesis, squalene 2,3-epoxide = > ergosterol/ergocalciferol. M00917 Phytosterol biosynthesis, squalene 2,3-epoxide = > campesterol/sitosterol. M00103 Cholecalciferol biosynthesis

**Fig. 5:**
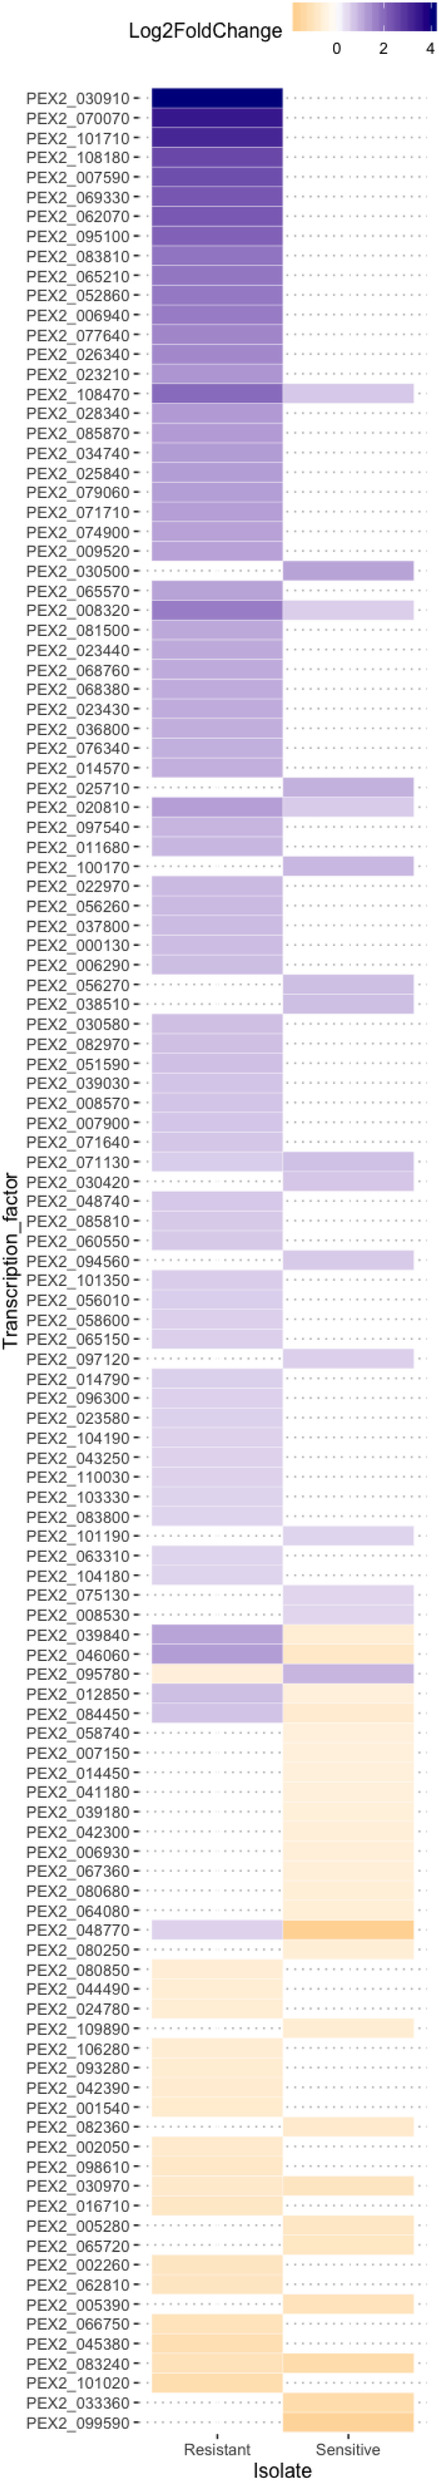
Heat map of Zn-Cys transcription factors expressed in G10 (Resistant) and P11 (sensitive) isolates

**Fig. 6:**
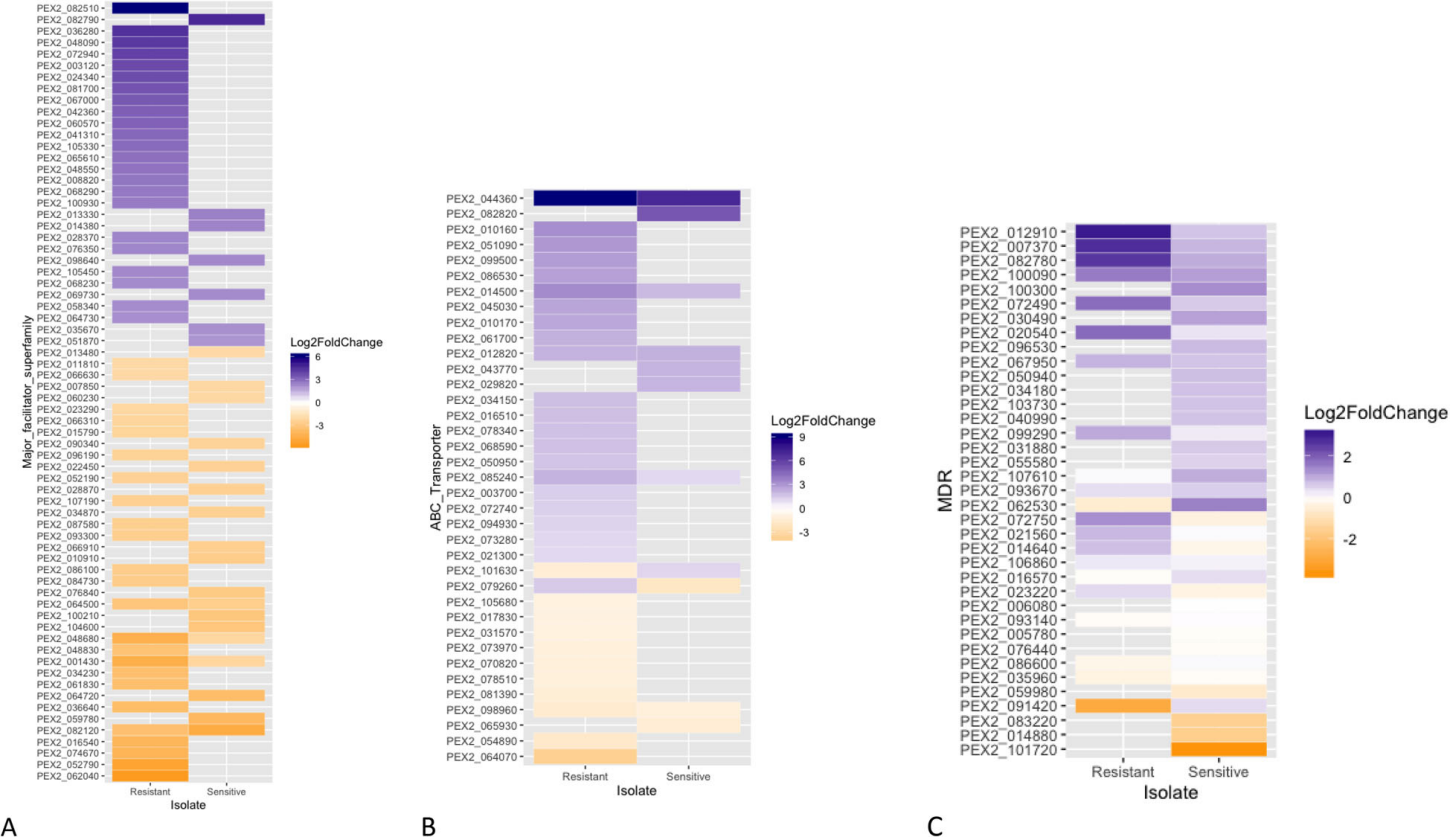
Heat maps showing targeted comparative expression analysis for specific classes of pumps and transcription factors in G10 and P11 **a** Multi-Function Substrate, **b** ATP Binding Cassette, **c** Multi Drug Resistance

**Fig. 7:**
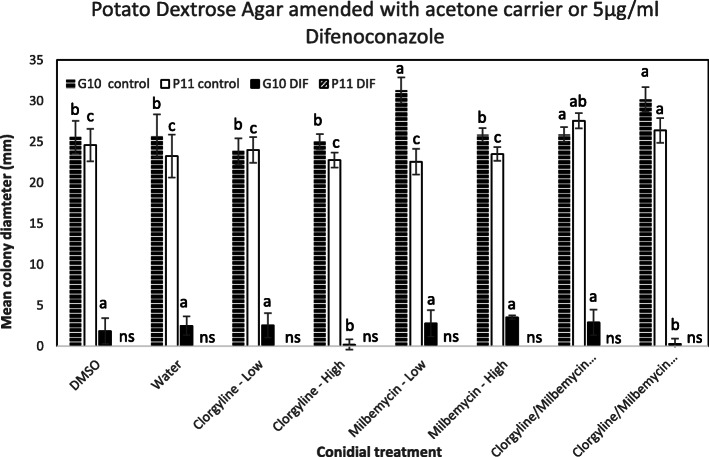
Dose dependent inhibition of a difenoconazole (DIF) resistant (G10) *Penicillium* spp. isolate using conidia treated with broad spectrum active efflux pump inhibitors and plated on Potato Dextrose Agar amended with acetone (control) or 5 μg/ml difenoconazole. Growth of *Penicillium* spp. G10 and P11 conidial suspensions growing on difenoconazole-amended and acetone-amended Potato Dextrose Agar with DMSO carrier, water, clorgyline (25 or 250 μm), milbemycin oxime (10 or 100 μm), clorgyline and milbemycin oxime (25 and 10 μm), and clorgyline and milbemycin oxime (250 and 100 μm)

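CYP51A (PEX2_004640), erg6 (PEX2_079190) and pacC (PEX2_077390) are loci of Fig. 8a that the paper's text or the reference symbols pair with an identifier, and the other loci were not analysed here. CYP51A had a log2 fold change with difenoconazole of 0.51 in G10 (standard error 1.03, edgeR adjusted p = 0.928) and 2.54 in P11 (standard error 0.31, edgeR adjusted p = 0.011). For pacC it was 1.84 in G10 (standard error 1.25, edgeR adjusted p = 0.697) and 0.25 in P11 (standard error 0.16, edgeR adjusted p = 0.405). G10 acetone C, at 777 normalized CPM of pacC, lay far above the other G10 acetone libraries. Without it the pacC response in G10 was 3.47, and without G10 difenoconazole C it was 1.24, the lowest with a single library left out, and neither was called. The erg6 responses were positive in both isolates and the one in P11 was called.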

Validation of differential gene expression data using qRT-PCR were generally in agreement with our bioinformatic analysis of RNA-seq data (Fig. 8a). Exceptions include PatL and CYP52 genes that both exhibited negative log_2_FC via RNA-seq but positive log_2_FC change in qRT-PCR. The other 8 genes tested via qRT-PCR showed similar trends and were consistent with bioinformatic findings from RNA-seq expression data. Regression analysis exhibited an *r*^2^ value of 0.701with *P <* 0.001 (Fig. 8b).

**Fig. 8:**
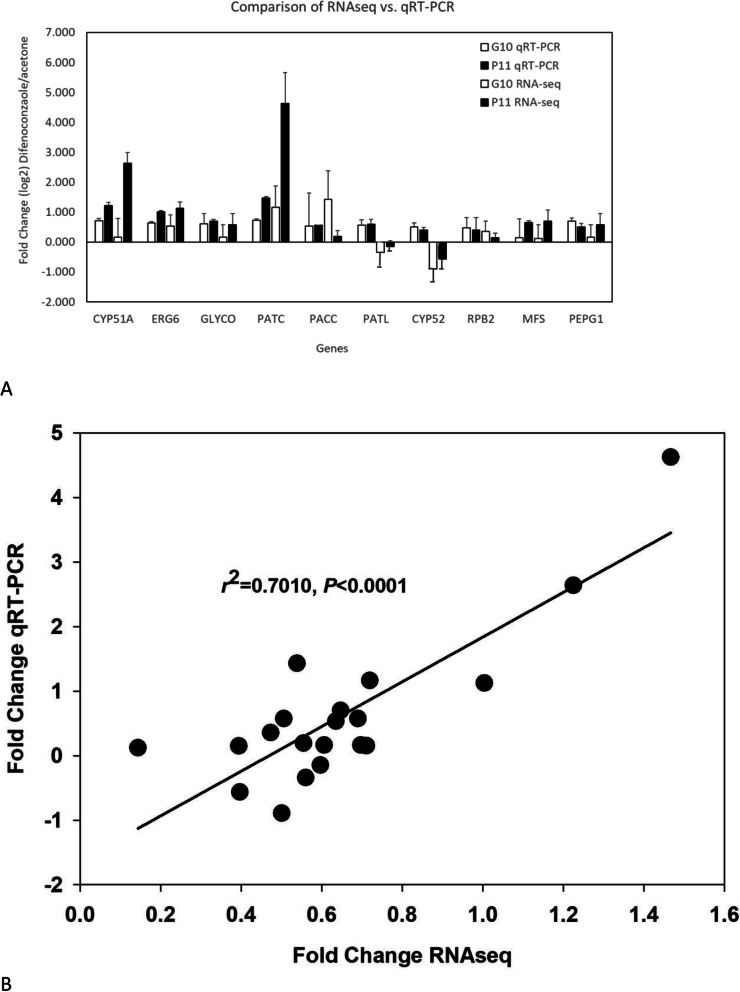
**a** Validation of differential gene expression in 9 different loci in G10 and P11 using quantitative reverse transcription polymerase chain reaction. **b** Regression analysis of fold change for select loci determined by qRT-PCR or RNAseq

## Discussion

### Global transcriptomic changes occur in response to difenoconazole treatment

The aim of this study was to compare differential gene expression patterns in resistant vs. sensitive *Penicillium* spp. after exposure to a discriminatory dose of difenoconazole. The investigation was implemented to gain mechanistic insights into how *Penicillium* spp. develop resistance to postharvest fungicide treatment. Both sequences and morphological observations showed that one isolate (G10) is *P. crustosum* while the other (P11) is *P. expansum*. To date, there are no *P. crustosum* genomes available in Genbank or other online genomic resources to include in our analysis. Hence, our well annotated genome is the first *P. crustosum* isolate to be sequenced, annotated and released for public usage. Mechanisms of resistance to antifungals have been well described and characterized over the last 30 years in plant, animal and human pathogens [20]. However, our study highlights new mechanism(s) of resistance in *Penicillium* spp. and provides supporting biological data on the central resistance theme that involves global transcriptional regulation of active efflux pumps and suites of a specific class of transcription factor.

### CYP51 expression and ergosterol pathway regulation

It was hypothesized that CYP51A overexpression was a component of difenoconazole resistance mechanism which we observed for both sensitive and resistant isolates. 

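CYP51A rose in P11 from 77.7 ± 33.8 normalized CPM (SD, n = 4) with acetone to 450 ± 120 (SD, n = 4) with difenoconazole. Without P11 acetone D the edgeR adjusted p of this rise was 0.0750, and in all 16 libraries fitted together it was 0.268, while the lowest over the preset alternatives was 2.53e-12. In G10, CYP51A stood at 514 ± 672 (SD, n = 4) with acetone and 736 ± 115 (SD, n = 4) with difenoconazole, a difference within the spread between replicates. G10 acetone B alone had 1505, and without it the log2 fold change of CYP51A in G10 was 1.95, which was not called. Over all single libraries left out it lay between 0.05 and 1.95, the direction of the paper's qRT-PCR, which showed a rise in both isolates. Over all libraries, CYP51A was higher in G10, with a log2 difference of P11 from G10 of -1.73 (standard error 0.52, edgeR adjusted p = 0.00732). In difenoconazole libraries alone it was -0.68 and not called, at an adjusted p of 0.0623. The difference between the responses of P11 and G10 was 2.05 and was not called (standard error 1.02, edgeR adjusted p = 0.50). Without G10 acetone B it was 0.63 and without G10 acetone E 2.42, the lowest and highest with single libraries left out. The preset alternatives gave it adjusted p from 0.154 to 0.866. DESeq2 without G10 acetone E, chosen after the data were seen, called it at 0.0289.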

Our bioinformatic analyses and expression data reveal that both G10 and P11 have three distinct CYP51 isoforms that are upregulated during difenoconazole treatment. While this has not been shown for sensitive isolates in the literature, it is plausible that the fungus is compensating and producing additional transcripts to flood the synthesis of CYP51 proteins to maintain sterol biosynthesis in the presence of difenoconazole. Additional studies of ergosterol and the ERG pathway intermediates using a metabolomic approach should be conducted by analyzing flux through the pathway in both sensitive and resistant isolates to help answer the biological basis of the observed increase in ERG11 transcription. Additionally, gene expression of the entire ergosterol biosynthetic pathway in both isolates lends itself to possible transcription factor (TF) redundancy and or alternative regulation to facilitate sterol biosynthesis in G10 but not in P11 in the presence of difenoconazole. In other systems, a *P. digitatum* sterol regulatory element-binding protein has been implicated in prochloraz resistance, acting as a transcription factor, as it is associated with virulence and regulating CYP51 gene expression [12]. Hence, it is possible that we have a similar situation, but will require further investigation at both the genetic and biochemical levels using targeted gene deletion of these loci in G10 and P11.

### Active efflux is a main contributor of difenoconazole resistance in *Penicillium* spp.

We suspected that additional mechanisms were in place in which resistance was more complicated than previously reported that involved CYP51a overexpression and associated point mutations (E.g. Y126F) in *P. expansum* [18]. Through comparative transcriptomic analysis, we observed increases in broad classes of genes, in response to difenoconazole exposure. Unlike resistance in other *Penicillium* spp. our data implicate multiple, coordinated mechanisms of difenoconazole resistance. Though not unique in filamentous fungi, active efflux has not been demonstrated in blue mold species, as a resistance mechanism to difenoconazole. For example, energy dependent active efflux, a component of resistance shown in isolate G10, is evident in the CDR1 (*Candida* drug resistant) ortholog PEX2_044360 ABC transporter. This locus represents a well-studied active efflux pump annotated in the *Candida albicans* genome, resides within in the pleiotropic drug resistance (PDR) class [21], and has been implicated in antifungal resistance but not in *Penicillium* spp. The over expression of this specific gene in the resistant G10 transcriptome indicates the potential for azole efflux leading to reduced fungicide accumulation in the cell [22]. Further evidence using chemical inhibition of active efflux pumps reversed the observed resistance phenotype in G10 in the presence of difenoconazole in a dose-dependent fashion but did not negatively impact fungal growth when compared to controls absent of difenoconazole. However quantitative studies to assay active pumping, difenoconazole efflux and differential levels of difenoconazole in G10 have yet to be conducted.

Active efflux has been demonstrated for other genera of plant and human fungal pathogens. *Zymoseptoria tritici*, an important plant pathogen of wheat, has been shown to develop resistance to many foliar-applied fungicides (e.g. azoles, succinate dehydrogenase inhibitors, multisite materials like chlorothalonil) through three genomic modifications involved in efflux [15]. These modifications include repetitive element insertions in the *MFS1* promoter which provides the basis for efflux gene overexpression. However, we did not observe this phenomenon in our resistant G10 isolate. Though the exact genetic mechanism of active efflux overexpression is unclear in *Penicillium* spp., it is evident that pumps are involved in G10 which are significantly different from those expressed in the sensitive isolate. Though we saw no evidence of insertions in repetitive elements upstream of the over expressed efflux genes, there may be other motifs and transcriptional regulators that are likely regulating their overexpression as evidenced by vast differences in zinc cys-type transcription factors.

*Candida albicans* implements active efflux through multiple overexpressed genes including CDR1 and MFS1 during triazole and fluconazole exposure [23]. Though these are two different classes of transporters (PDR and the DHA12) the PDR has the least amount of homology in yeasts and filamentous fungi, suggesting that this family of transporters undergoes adaptive evolution from environmental pressures in a species-specific manner [24]. We observed an increase in transporter overexpression in genes involved in active efflux, yet when broad spectrum pumps were inhibited, fungal growth still occurs on difenoconazole, implying that this mechanism is not solely responsible for resistance. However, definitive evidence will be obtained via targeted deletion of transcription factors responsible for pump expression and or silencing of multiple pump families using RNAi.

## Conclusions

As antimicrobial resistance continues to negatively impact agricultural and human health arenas, there needs to be in depth knowledge of the topic to enable efficient and reliable detection of and alternative control(s) for fungal pathogens. We demonstrated for the first time that coordinated, global transcriptomic changes mediate azole fungicide resistance in *Penicillium* spp. Results from this study have shown that both G10 and P11 have 3 CYP51 loci that are activated, which is unlike other fungal systems where CYP51A was overexpressed in response to difenoconazole. Additionally, multiple classes of active efflux pumps are upregulated in the resistant isolate, which were compromised by a broad-spectrum pump inhibitor. 

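The reference symbols name 7 transporters of the ABC, MFS and MDR classes, atrA, atrF, abcB, mdr1, mdr2, mfsA and mfs56, a list added after the tests had been set. It holds none of the transporters the paper names by identifier. Of these, edgeR called PEX2_044360 higher with difenoconazole in G10, a call lost without any of 6 of the 8 libraries. PEX2_082510, abundant in difenoconazole A and C alone, PEX2_012910 and PEX2_036280, with few counts, also had positive log2 fold changes in G10. In the G10 libraries edgeR did not call them. In 1 fit of all 16 libraries edgeR called PEX2_082510 and PEX2_012910, both at an adjusted p of 0.0481. That fit had a common dispersion of 0.220, against 0.417 for G10 alone, so its G10 calls rest on a narrower spread. DESeq2 called PEX2_082510. PEX2_080200 of Table 1 and PEX2_004930 had log2 fold changes of 0.49 and -0.11 in G10 and were not called. Over all libraries, PEX2_080200 was higher in G10 (log2 difference of P11 from G10 -7.44, called by edgeR). Of the list, by difenoconazole in G10, edgeR called 0 of the 6 tested and DESeq2 0, and adjusted over the list alone 1. Of the 6, 2 had an unadjusted p under 0.05. Their log2 fold changes ran from -1.52 for abcB to 3.29 for mfsA. In P11 edgeR called 1 of 7, mfs56, which fell by 1.12 (standard error 0.16, edgeR adjusted p = 0.0198), and adjusted over the list alone 2. Between isolates, 4 were called higher in P11 and 2, abcB and mfsA, higher in G10. edgeR called 0 of the 7 for a different response, at a lowest adjusted p of 0.128, and 1 when adjusted over the list alone, while DESeq2 called 1, abcB, at 0.00319. The abcB transcript rose in P11 by 1.11 (standard error 0.24, edgeR adjusted p = 0.0592) and fell in G10 by 1.52 (standard error 0.47, edgeR adjusted p = 0.35), and the adjusted p of the difference ran from 0.00225 to 0.288 over the preset alternatives. From the higher transporter expression in G10 and the effect of the pump inhibitor on its growth with difenoconazole, the paper reasons that active efflux is a component of resistance, and that it is not the sole one.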

Differential expression of transcription factors was also observed between resistant and sensitive isolates, which further emphasize expression changes observed in multiple gene classes. These research findings move the current fundamental knowledge base forward concerning detailed molecular mechanisms of azole-mediated fungicide resistance in *Penicillium* spp. Continued annotation and refinement of fungal genomic resources and collaborative efforts, across multiple research disciplines in proteomics and metabolomics, will ultimately be translated to aid in limiting product losses and reduced productivity due to antimicrobial resistance. We aim to further explore upstream regulators of active efflux pumps, via functional analysis coupled with omics-based studies in our system, to dissect upstream regulation of the difenoconazole resistance mechanism. Our study is the first to identify multiple genetic targets that will propel future design of rapid detection tools, fungicide resistance management strategies, and tactics to abate difenoconazole-resistant blue mold isolates from developing during storage.

## Methods

### Morphological analysis of *Penicillium* spp. isolates

*Penicillium* spp. isolates were selected based on their sensitivities to difenoconazole which was previously determined for an unexposed blue mold population [1]. Two additional isolates were included for morphological comparison which were obtained from the USDA-ARS NRRL collection as reference strains including *P. expansum* NRRL 976 (type strain) and *P. crustosum* NRRL 968 (CBS 483.75). Cultural morphology (Supplemental Figure S1) and mycelial growth rates (Supplemental Figure S2) on three diagnostic media were conducted on Czapek Yeast Extract Agar (CYA), Malt Extract Agar (MEA) and Yeast Extract Sucrose (YES) at three temperatures as described [25].

### Virulence assessment in apple and conidial production

Virulence in apple fruit was evaluated using ten ‘Golden Delicious’ fruits which were first surface sanitized by washing with soap and water, rinsed clean, and sprayed with 70% ethanol and wiped dry with sterile paper towels. Fruit were then wounded with a 3 mm sanitized wounding tool that mimics a stem puncture. Ten μl of a 1 × 10^5^ conidia/ml suspension was prepared in filter sterilized Tween 20 treated water which was used to inoculate each wound. Control samples were wounded and inoculated with sterile Tween 20 treated water alone. After 30 min, apples were placed on standard cardboard fruit trays in industrial 80-count apple boxes for storage. Samples were incubated for 7 days post inoculation at 25 °C in the dark. At the end of the incubation period, the diameter of lesions on the fruits were measured with a digital hand-held micrometer. The experiment was conducted two times. Twenty apple fruit were used for the inoculation studies to determine the virulence of each isolate for each experiment. Apple fruit were obtained from the Penn State Fruit Research and Extension Center located in Biglerville, Pennsylvania at commercial harvest maturity with mean starch score of 3. To determine the isolates capacity to produce conidia, three 5 mm plugs of 7-day old P11 and G10 cultures were vortexed for 5 s in 1 ml Tween 20 treated water to create a spore suspension. Samples were taken from 3 separate Potato Dextrose Agar Petri dishes. Spores were quantified on a standard hemocytometer using a compound light microscope. The experiment was performed three times. Welch two sample t-test was used to statistically test differences in lesion size in apple and conidial production in vitro.

### CYP51 cloning, sequencing and isoform analysis

Gene specific primers were designed and used to amplify full coding regions from CYP51A from G10 and P11. Conventional PCR was implemented with standard cycling parameters that were specified per the manufacturer’s instructions with Q5 high fidelity polymerase (NEB, USA). Primer sequences can be found in supplemental file S5 and PCR products were cloned using TOPO blunt PCR cloning kit (Invitrogen, USA). Clones were screened using PCR and sequenced using M13F and M13R primers via Sanger Sequencing at Eurofins Inc. Sequences were assembled using online bioinformatic tools (Clustal Omega) and 2X consensus were generated and compared to genomic sequences using BLAST. Approximately 1 kb upstream region of CYP51A was generated, cloned and sequenced in the same manner. However, for CYP51B and C in silico sequences were obtained from transcriptome and genome data to generate these sequences. Online genomic comparison tools (NSITE program) and the eukaryotic promoter predictor (Berkeley Drosophila Genome) were used to analyze the promoter/upstream regions of CYP51A and B for transposons, repetitive elements and other hallmarks of mobile genetic elements. Multiple amino acid sequence alignments were generated using Clustal Omega for CYP51B for G10 and P11 along with online tools (ScanProsite) to search for conserved regions of biochemical function and motifs.

### Difenoconazole treatment and RNA isolation

Potato Dextrose Broth liquid cultures (50 ml) were inoculated with 100 μl of 1 × 10^^4^ conidia/ml from G10 or P11 isolate were grown for 3 days with gentle shaking (150 rpm) at 25 °C in a temperature-controlled incubator. Four cultures for each isolate (G10 or P11) were grown and there were 2 treatments: acetone (carrier control) or 5 μg/ml difenoconazole dissolved in acetone. One day (24 h) after addition of acetone or difenoconazole, cultures were harvested, and mycelial mats were lyophilized. Total RNA was isolated from approximately 1500 mg of tissue and were homogenized with a bead beater and the Trizol method according to the manufacturer’s instructions [26]. RNA was resuspended in DEPC-treated sterile water, and sample quality was assessed with gel electrophoresis on a 1% agarose gel at 75 V for 35 min, Nanodrop spectrophotometer (Thermofisher Scientific, Wilmington, DE) 260/280 and 260/230 ratio and Agilent 2100 Bioanalyzer for RNA integrity number (RIN) at BGI (Hong Kong, Peoples Republic of China). RNA sequencing performed on Illumina Hiseq 2500 paired end 2 × 150 bp reads.

### Whole genome sequencing, bioinformatic analyses and phylogenomic tree construction

Fungal mycelia from liquid shake cultures were frozen in liquid nitrogen, lyophilized and stored at − 80 °C. Lyophilized mycelia were used to isolate high quality, intact fungal genomic DNA according to Yelton et al. [27]. Genomic DNA was obtained, quantified via agarose gel electrophoresis using uncut lamba standards, and via nanodrop spectrophotometer with A260nm. Genomic DNA was sent to Cornell University, Institute of Biotechnology for quality control check and whole genome sequencing was accomplished using the Illumina MiSeq v2 500 bp platform (250 bp paired end reads, insert size of 500 bp). Assembly and annotation of genomes was conducted with shovill (https://github.com/tseemann/shovill) via a minimum contig size of 500 and funannotate (https://github.com/nextgenusfs/funannotate) with Augustus training using the *Penicillium expansum* R19 genome and other defaults.

The FASTQC analysis was performed to check the quality of the RNA-seq reads [28]. De novo assembly of the transcriptomes was performed under default settings with Trinity on Galaxy (usegalaxy.org) which included the flag for read trimming. The completeness and statistics of de novo assemblies was confirmed with rnaQUAST (Supplemental Table S1; additional file 6 Table S2) and final quantification of transcripts with Salmon [29]. Prefiltering of low count transcripts (≤10) before running DESeq2 including use of apeglm for LFC shrinkage [30]. Differential gene expression analysis was performed with DESeq2 in R [31] utilizing the GenomicFeatures, tximport and tximportData packages along with ggplot2, EnhancedVolcano and Venny 2.1 for visualization [32]. Mapping steroid biosynthesis genes to their cognate biochemical pathway was conducted via KEGG pathways reconstruction method using the log_2_FC from the RNA-seq differential gene expression from treatment over control for G10 and P11 (Fig. 4a and b) [33].

Genomes used to conduct the phylogenomic analysis include the following: *Penicillium expansum* (GCA_000769745.1) [34], *P. expansum* (GCA_004302965.1) [35], *P. expansum* P11 and *P. crustosum* G10 annotated genomes (unpublished). Published genomes incorporated in the analysis include *Aspergillus fumigatus* (GCA_000002655.1), *P. chrysogenum* (GCA_000710275.1), *P. polonicum* (GCA_002072265.1), *P. digitatum* (GCA_001307865.1), *P. italicum* (GCA_002116305.1), *P. roqueforti* (GCA_000737485.2), *P. expansum* (GCA_000769735.1), *P. solitum* (GCA_002072235.1), *P. verrucosum* (GCA_000970515.2), *P. paneum* (GCA_000577715.1), and *P. carneum* (GCA_000577495.1). Phylogenomic trees were constructed via BUSCO outputs, both nucleotide and amino acids, from run_BUSCO.py followed by the implementation of mafft [36] for alignment of proteins and nucleotides and raxml [37, 38] for tree building via the python script BuscoOrthoPhylo.py (https://github.com/PlantDr430/BuscoOrthoPhylo). Specific tree building implementation with 100 bootstraps on 100% (3117) of protein FASTA files similar between the 14 genomes and was used to create the phylogenomic tree (Supplemental Fig. S3).

### RT-qPCR validation of differentially expressed transcripts

Real Time quantitative PCR (RT-qPCR) was used with gene specific primers to confirm gene expression of 9 loci which were significantly differentially expressed between isolates that included two housekeeping genes. A list of primers designed and used in this study are included in additional file 5. Amplicon sizes for P11 ranged from 81 to 199 bp and 103 to 189 by for G10. Both the acetone and difenoconazole treatments were assessed for log_2_fold change compared to housekeeping genes. Briefly, the RT-qPCR method involved reverse transcription of one micro gram of total RNA from the exact same samples used for the RNA-seq experiment to make cDNA using the iScript cDNA synthesis kit (Bio-Rad). Synthesized cDNA was used as template with the Promega qPCR master mix with a final volume of 10 μl which included 1 μl of cDNA as template, 8ul of master mix, and 0.5 μl of gene specific forward primer and 0.5 μl of reverse primer at 10 μM concentration. Cycling parameters were 1 cycle of 95 °C for 3 min followed by 39 cycles of 95 °C for 10 s, 60 °C for 30 s, then 1 cycle of 95 °C for 10 s. Melt curve was conducted at 65 °C to 95 °C for 5 s at 0.5 °C increments on a C1000 Touch thermal cycler CFX96 Real Time PCR machine (Bio-Rad). Two blank no template controls were included in each 96 well plate alongside two housekeeping genes as positive controls for each locus tested for all 16 samples. Normalized expression of the CYP51 genes as compared to the calmodulin gene is expressed as log_2_ (fold change of difenoconazole over acetone) means and standard errors for each isolate.

### Efflux pump inhibition assay

Broad spectrum efflux pump inhibitors, milbemycin oxime and clorgyline, were dissolved in DMSO to make concentrated stocks (25 mg/ml). Conidial suspensions of G10 and P11 were harvested from PDA plates in 1 ml of sterile water (as indicated above but without Tween 20) and adjusted to 1 × 10^4^ conidia/ml and added to 25 μM and 250 μM clorgyline or 10 μM and 100 μM milbemycin oxime in 1.5 ml Eppendorf tubes. Separate control samples (2) consisted of adding DMSO carrier at the maximum concentration and water only to conidial suspensions. Samples were incubated at room temperature with gentle rocking for 24 h, and 20 μl of spore solution was pipetted in a 3-point fashion onto 3 (4.5 cm) Petri plates containing PDA amended with acetone (carrier control) or 5 μg/ml difenoconazole. Petri plates were placed in an incubator at 25 °C and colony diameters were measured using a digital micrometer after 6 days. The inhibition assay was conducted twice.

### Statistical analyses

The effect of inhibitor treatments on G10 and P11 isolates grown on acetone and difenoconazole was determined by generalized linear mixed models using the PROC GLIMMIX procedure of SAS (Version 9.4, Cary, NC). Differences between treatments were determined using the LSMEANS procedure in SAS 9.4 at the α = 0.05 level of significance with an adjustment for Tukey’s HSD to control for family-wise error. To help explain relationships between gene expression in fold change determined by RNAseq and qRT-PCR, a linear regression analysis (SAS v9.4; PROC REG) was completed for all conditions for G10 and P11 at the α = 0.05 level of significance.

## Supplementary information

**Additional file 1: Fig. S1.** *Penicillium* spp. isolates growing on diagnostic media showing A. the top and B. bottom of the plates.

**Additional file 2: Fig. S2.** Growth rates of *Penicillium* spp. isolates on different diagnostic media.

**Additional file 3: Fig. S3.** Whole genome phylogeny of *Penicillium* species isolates.

**Additional file 4: Table S1.** *Penicillium* spp. genome statistics used in phylogenomic tree construction.

**Additional file 5:.** Primers S5. Primers used in this study.

**Additional file 6: Table S2.** Transcriptome statistics for each sample observed across all 16 samples.

## Data Availability

All data analyzed during this study are included in this published article and its additional information files. The raw data are available freely online as listed below. RNA-seq raw and processed data: To review GEO accession GSE145355: Go to https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE145355 NCBI Genbank genome submission. P11 genome: BioProject: PRJNA606591: SAMN14098691 BioSample Organism: Penicillium expansum. G10 genome: BioProject: PRJNA606544 BioSample: SAMN14096568 Organism: Penicillium crustosum. Genomes available in NCBI Genbank used in phylogenomic analysis: GCA_000769745.1, GCA_004302965.1, GCA_000002655.1, GCA_000710275.1, GCA_002072265.1, GCA_001307865.1, GCA_002116305.1, GCA_000737485.2, GCA_000769735.1, GCA_002072235.1, GCA_000970515.2, GCA_000577495.1.

## Abbreviations

KEGG: Kyoto Encyclopedia of Genes and Genomes
PDA: Potato dextrose agar
MFS: Major facilitator superfamily
ABC: ATP-binding cassette
PDR: Pleiotropic drug resistance

# Supplementary material for: Global transcriptomic responses orchestrate difenoconazole resistance in Penicillium spp. causing blue mold of stored apple fruit
**Source:** BMC Genomics. 2020 Aug 24;21:574. doi: 10.1186/s12864-020-06987-z

**Supplemental Figure 1**. *Penicillium* spp. isolates growing on various diagnostic media. A) Top view of *Penicillium* spp. cultures (G10 *Penicillium crustosum* and P11 *P. expansum*) from this study and two reference isolates from USDA-ARS (NRRL 976 *P. expansum* type strain and NRRL 968 *P. crustosum*) growing on Czapek Yeast Agar (CYA), Malt Extract Agar (MEA), Yeast Extract with Supplements (YES) at 25°C for 7 days. B. Bottom views of *Penicillium* spp. cultures growing on diagnostic medium as stated above.

A.

 **CYA**

**YES**

**MEA**

**NRRL 976 NRRL 968**

**G10 P11 G10 P11**

**CYA**

**MEA**

**YES**

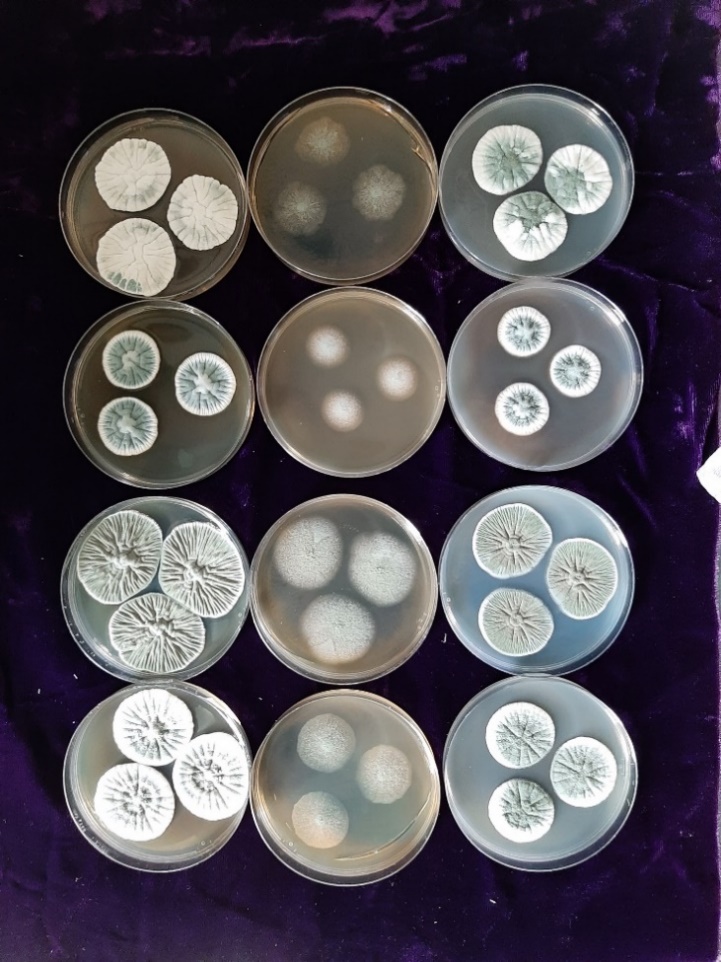

B.

 **CYA**

**YES**

**MEA**

**CYA**

**YES**

**MEA**

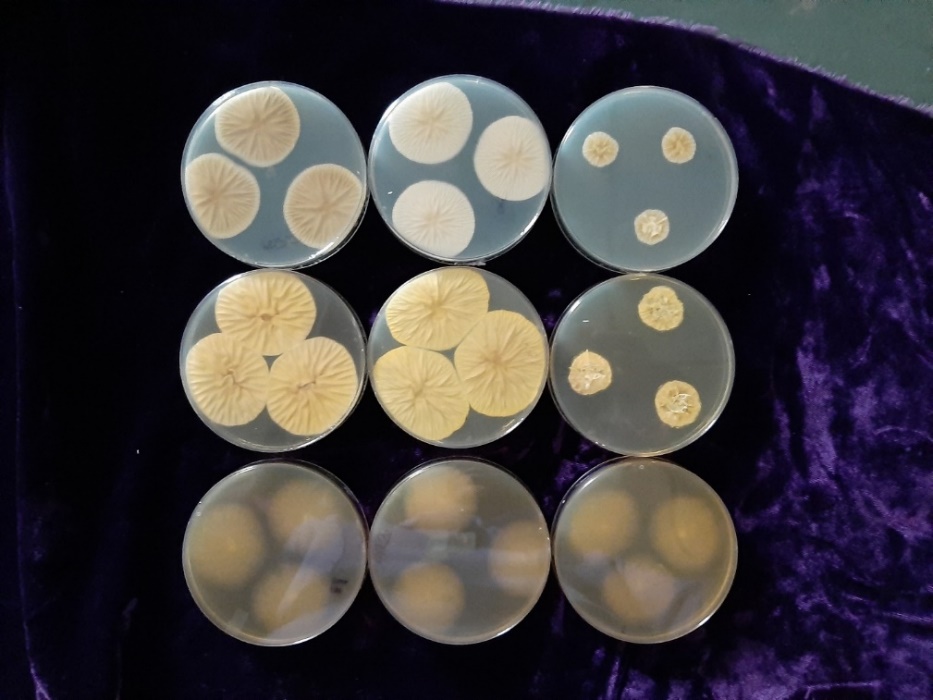

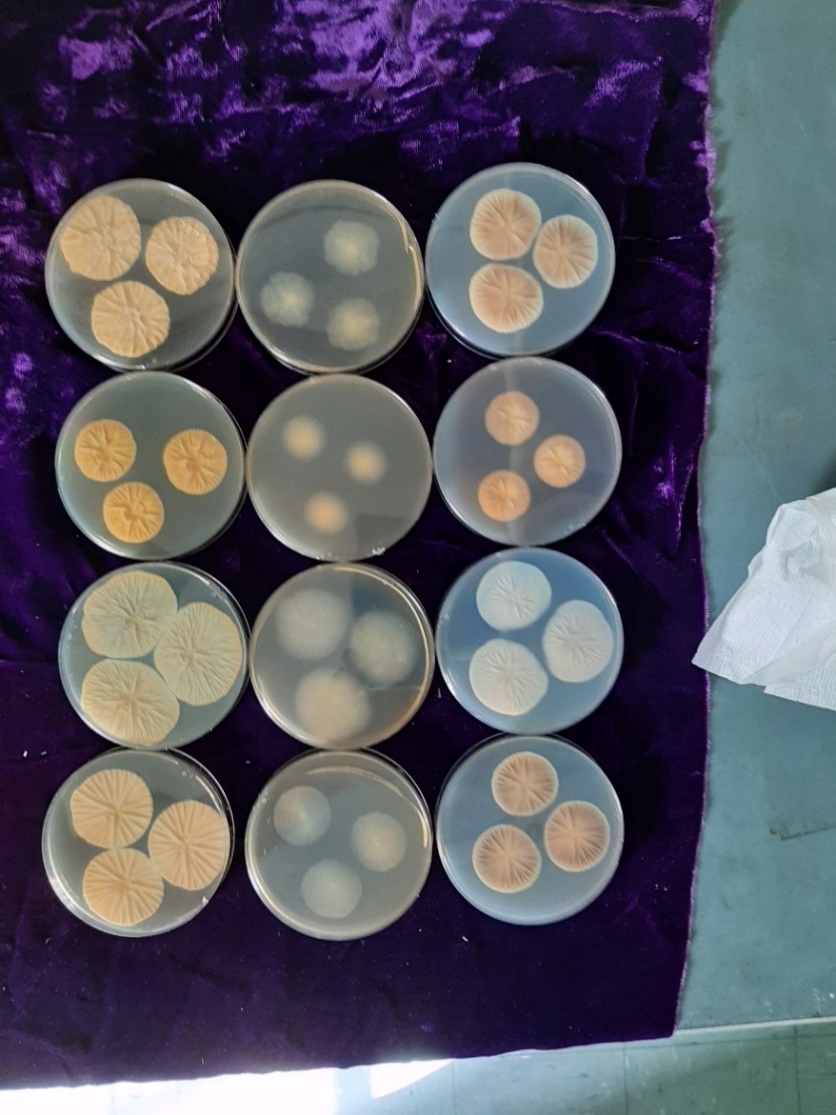

**Supplement:** Supplementary file 1 — Additional file 1: Fig. S1. Penicillium spp. isolates growing on diagnostic media showing A. the top and B. bottom of the plates.

# Supplementary material for: Global transcriptomic responses orchestrate difenoconazole resistance in Penicillium spp. causing blue mold of stored apple fruit
**Source:** BMC Genomics. 2020 Aug 24;21:574. doi: 10.1186/s12864-020-06987-z
**Supplement:** Supplementary file 5 — Additional file 5:. Primers S5. Primers used in this study.

Supplemental File S6. Primers used in this study.

For cDNA P11

CYP51-P-F GACAACGTCAACGGCAGGGA

CYP51-P-R AATTGCGGACGACGAGTGCT

ERG6-P-F GAGATTCGTGAGGCCCGCAA

ERG6-P-R TAGGCGAAGCGGCAGAAGTG

GLYCOHYDRO-P-F CCCAACAGCAACGTCCAGGT

GLYCOHYDRO-P-F GGCGACAGTGGTGGTGGAAA

MFS-P-F **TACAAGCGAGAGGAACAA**

MFS-P-R **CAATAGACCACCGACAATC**

PATC-P-F CTCCCGCTGGGCAAAGCATA

PATC-P-R CTAGGAGCAGCACCGCAGAG

PacC-P-F ACACCTCCAACCGCTCTCCT

PacC-P-R GTGGTCATACGCACCGCTCA

PATL-P-F AGCCAGCTCTCGATGACCCT

PATL-P-R TCGTGAGGAGGACTGTGCCA

PEPG1-P-F GACTGGTCTGGCCTCGGGTA

PEPG1-P-R TGAGGTGACCGGAAGCTCCA

CYP52-P-F **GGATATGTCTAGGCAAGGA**

CYP52-P-R **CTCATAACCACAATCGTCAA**

RPB2-P-F **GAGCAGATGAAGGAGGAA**

RPB2-P-R **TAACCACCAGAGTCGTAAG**

For cDNA G10

CYP51-G-F GGGCACCACTGCCTCACAAT

CYP51-G-R CCCTGCCGTTGACGTTGTCT

ERG6-G-F GAGGCCCGCAAGGCTGAATA

ERG6-G-F TAGGCGAAGCGGCAGAAGTG

GLYCOHYDRO-G-F CCTGACCGACTCCGAGGACA

GLYCOHYDRO-G-R ACCGACTGGAGACGCTCCTT

MFS-G-F **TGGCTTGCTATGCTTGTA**

**MFS-G-R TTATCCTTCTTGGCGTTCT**

PATC-G-F **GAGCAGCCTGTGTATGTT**

PATC-G-R **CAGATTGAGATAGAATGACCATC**

PACC-G-F **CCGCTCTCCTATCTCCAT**

**PACC-G-R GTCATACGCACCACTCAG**

PATL-G-F **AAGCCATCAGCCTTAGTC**

PATL-G-R **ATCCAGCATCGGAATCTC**

PEPG1-G-F **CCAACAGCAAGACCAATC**

PEPG1-G-R **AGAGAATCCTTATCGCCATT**

CYP52-G-F **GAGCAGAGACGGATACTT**

CYP52-G-R **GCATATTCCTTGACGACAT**

RPB2-G-F **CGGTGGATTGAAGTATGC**

RPB2-G-R **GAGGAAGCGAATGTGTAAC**

How the deposited data were processed for this re-analysis (not part of the article)

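The data are RNA-seq libraries of 2 Penicillium isolates, G10 (P. crustosum, difenoconazole-resistant) and P11 (P. expansum, sensitive), each grown for 3 days and then exposed for 24 h to 5 µg/ml difenoconazole or to acetone, with 4 libraries in each of the 4 groups. Libraries were assigned to isolate, treatment and replicate letter from the sample labels and the paper.

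The authors checked the reads with FASTQC, assembled transcriptomes with Trinity on Galaxy, assessed them with rnaQUAST and quantified transcripts with Salmon. The authors deposited 1 Salmon table per library, with an estimated count and a TPM value for each of 11060 P. expansum MD-8 transcripts. The Salmon version and its index options are not given in the sources used here. The authors then removed transcripts with low counts, of at most 10, and ran DESeq2 with tximport and apeglm shrinkage. The deposited estimated counts were used here, and the deposited TPM values, which are scaled by the effective length, were not tested. Of the 11060 transcripts, 11058 were matched to locus tags and symbols of assembly ASM76974v1 and 2 were not matched, and 730 have a symbol other than the locus tag. The reference table gives no product names, so tests of gene classes by product name were not run. In their place, lists of reference symbols were used for heat shock genes (hsp), transporters (mdr, abc, atrA, atrF, mfs) and ergosterol genes (erg), which were added after the tests had been set. The study's Table 1 served as another list. Because all libraries were counted on P. expansum transcripts, a G10 sequence that differs from its P. expansum counterpart has less chance of being counted, and a transcript found in G10 alone cannot be counted.

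Estimated counts were rounded to whole numbers. Before rounding, transcripts with a fractional count (tolerance 1e-06) numbered 2 in each P11 library and 4 to 1052 in G10 libraries. Tests used edgeR 4.0.16 in R 4.3.3 with TMM scaling, transcripts with a total count over 10 in the libraries fitted, the quasi-likelihood test and Benjamini-Hochberg adjustment, called at an adjusted p under 0.05. Responses to difenoconazole were fitted in the 8 libraries of each isolate, and in all 16 with isolate as a term. The difference between isolates was the mean of the P11 groups minus the mean of the G10 groups, and the difference in response was the interaction of isolate and treatment, both over all 16 libraries. The thresholds of Fig. 3 were applied to the same fits. The overlap of the 150 transcripts of smallest p in each isolate was tested with Fisher's exact test. Normalized CPM (counts scaled by library size) were computed with TMM over all 16 libraries. The share of sequences assigned was compared with an exact permutation test. Standard errors of log2 fold changes were derived from the fitted log2 fold change and its test statistic.

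Depth ran from 8342244 to 14531801 counts per library except in G10 acetone E, with 9369. A count of 0 was given a limit of 3 counts over the group, which covers counting error only. Pairs of libraries of the same group were compared over transcripts, and the lowest chi-square per degree of freedom was 17.8, so no library was a copy of another of its group. The fits were tested on simulated data with 200 transcripts changed by a log2 fold change of 2. The changed transcripts had a simulated mean of at least 50 counts, and all transcripts had the same dispersion, the common one of the fit. G10 acetone E was simulated as a shallow library whose counts follow the level of the transcript, which its real counts did not. edgeR recovered 6% of them in G10 (8529 transcripts), 99% in P11 (10365), 98% across both isolates (10486), 97.5% between isolates (10467) and 17% for the difference in response (10467). DESeq2 recovered 22.5%, 99%, 97%, 95.5% and 25.5%, and in G10 15.1% of its calls were false.

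The transcripts named follow a rule. They are those the paper names by identifier, those it names without one that a reference symbol or the paper's text pairs with an identifier, the 3 with the largest change in each direction among those called in an isolate or for the difference in response, with a mean of at least 10 counts and no overlap between the treatments, and the transcript of smallest p in each direction of each of the 5 comparisons. Values in Table 1 and in the figures had been seen when it was written. CYP51B, CYP51C and the Fig. 8a loci without an identifier were not analysed here.

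These tests, the rule and the preset alternatives were set before the data were examined. The preset alternatives were RLE size factors, edgeR's filterByExpr or no filter, a minimum of 1 CPM in each isolate, DESeq2 1.42.0 with and without the effective lengths, all libraries in 1 fit, no isolate term, libraries of 1 treatment, the replicate letter as a block, each library left out in turn, shrunken fold changes, adjusted p at the Fig. 3 thresholds, P11 against G10 at the Fig. 3a thresholds, lists of 50 and 300, and the total sequences undivided. Added after the data were seen were apeglm 1.24.0 shrinkage, which the authors' methods use and which was first taken to be missing, a term for the G10 libraries with more than 4 fractional counts, and DESeq2 without G10 acetone E. limma 3.58.1 was loaded with edgeR. Other computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.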

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

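The tests of explanations in this part, the fits with a term for the library set and the counts over other splits were chosen only after the results were seen, while the interaction test and the fits with 1 library left out were planned. G10 acetone E stood apart from the other G10 acetone libraries in 3 measures. Its estimated counts were 9369 against 8342244 to 9853706, its share of read pairs assigned 0.0452% against 40.2% to 48.4%, and its mean transcript length minus effective length 494 bases against 243 to 252. Table S2 gives it 41497836 total sequences and 32755 assembled transcripts. Shallower sequencing is argued against, since 5581 transcripts had a count, where acetone B, C and D thinned to 9369 counts in 100 draws gave 1959 to 2688. A P11 library in its place is argued against, since 16 of 235 transcripts seen in P11 alone had a count (6.81%, exact Clopper-Pearson 95% interval 3.94% to 10.8%, for counting error only), against 66.5% expected from 4722 transcripts that G10 also holds, matched on the P11 level by power of 10. P11 libraries thinned to 9369 counts held 12.8% to 28.9% of the 235, 3037 to 3339 transcripts with a count, and a Spearman correlation with the mean P11 level of 0.595 to 0.658, against 0.170 in acetone E. Of 234 transcripts with low counts in G10 (under Other observations) acetone E held 38.9%, below but close to the 40.2% to 61.1% of the thinned P11 libraries. Its counts did not rise with the level of the transcript in acetone B, C and D (Spearman correlation across 5217 transcripts -0.0653, against 0.602 to 0.655 in the thinned libraries), although transcripts are not independent replicates. From a mean level of 10 up to 100000 counts in the other acetone libraries, the mean count in acetone E stayed between 1.00 and 1.31. Its top 10 transcripts took 1.49% of counts, against 13.3% to 24.7% in the thinned libraries. Counting of about 1 sequence per transcript, such as assembled transcripts in place of reads, is a candidate explanation. No biological explanation was tested.

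G10 acetone D held 1052 transcripts with a fractional count, against 4 to 7 in the other G10 acetone libraries. G10 difenoconazole E and A held 151 and 100, and G10 difenoconazole B and C 4 each. Acetone D and difenoconazole A and E were also the only libraries to share counts of 42 transcripts, each with at least 5 counts in every one of them and 0 in the other 4 libraries apart from acetone E. The next of the 35 sets of 3 had 1. The other 4, acetone B and C and difenoconazole B and C, had 0 transcripts of their own by the same measure. The lowest effective length was 16.3 to 23.1 in the first set and 5.92 to 6.41 in the second. Processing in 2 ways is a candidate explanation and stays open. Transcripts found in 1 set of libraries alone are not evidence of processing in themselves, since acetone C and D with difenoconazole B and E, which cut across these sets, had 51 (under Other observations). Each set holds both treatments, so no treatment explains them, and neither the labels nor the paper's text name a batch.

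In Table S2, whose values are the paper's, G10 difenoconazole B had 62.9 mismatches per assembled transcript, against 58.1 to 58.5 in the other G10 difenoconazole libraries. G10 acetone C had 64572 assembled transcripts, against 30584 to 34983 in the other G10 acetone libraries. The assemblies were not analysed here, and no explanation of either value was tested.

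Among the named and listed transcripts, 5 values lay far from the other replicates of their group in normalized CPM. PEX2_010270 had 10.2 in P11 acetone C (others 3.75 to 4.33) and PEX2_014150 had 371 in G10 difenoconazole E (others 261 to 271). PEX2_077390 (pacC) had 777 in G10 acetone C (others 0 to 123). PEX2_082510 had 28.8 in P11 difenoconazole E (others 14.3 to 14.9) and PEX2_082770 had 280 in P11 difenoconazole E (others 107 to 132). Chance is a candidate explanation, since 127 groups were examined and 6.35 such values would be expected at 1 in 20.

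The response to difenoconazole differed between the isolates in 5 transcripts, by an interaction test. The log2 difference of the P11 response from the G10 response was -5.69 for PEX2_007630 (edgeR adjusted p = 0.0423), 2.71 for PEX2_043160 (0.0348), 3.95 for PEX2_099880 (0.0427), 4.50 for PEX2_077570 (0.0423) and 7.13 for PEX2_010270 (0.0427). PEX2_007630 was called without G10 difenoconazole B alone, PEX2_043160 without G10 difenoconazole B, G10 acetone E or G10 acetone B, and PEX2_099880 without P11 difenoconazole A or G10 difenoconazole B. PEX2_077570 was called without G10 difenoconazole B or C or G10 acetone B, and PEX2_010270 without G10 difenoconazole B or G10 acetone B. Without any other library their edgeR adjusted p lay between 0.0521 and 0.182. With a term for the set of G10 libraries, edgeR called PEX2_043160 alone of them, and the other 4 had an adjusted p of 0.0540. Among 100 splits of the libraries, 6 gave at least 5 calls, so chance cannot be excluded for the count of 5. The 70 counts of PEX2_010270 in G10 libraries, 100%, lay in acetone C and D and difenoconazole B and E, the libraries with traces of P11 transcripts (under Other observations), and P11 reads there are a candidate explanation for its G10 side. A biological difference between the isolates in their response stays open for all 5.

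Transcripts that the paper's text does not name by identifier were called, and those it gives by product alone could not be matched to them. In G10 the log2 fold change with difenoconazole was 5.44 for PEX2_085690, -5.27 for PEX2_052790, -4.53 for PEX2_048680 and -4.35 for PEX2_020560. In P11 it was 7.11 for PEX2_010270, 3.91 for PEX2_022080, -2.99 for PEX2_077450, -2.60 for PEX2_109070, -2.53 for PEX2_020560 and -2.0 for PEX2_088280. PEX2_085690 was lost without G10 difenoconazole E, G10 acetone D or G10 acetone C (0.0520 to 0.131), PEX2_052790 without any library but G10 acetone B or C (0.0563 to 0.238), and PEX2_020560 in G10 without any but G10 acetone B, C or E (0.0503 to 0.238). PEX2_077450 in P11 was lost without any library but P11 difenoconazole B or P11 acetone A (0.0608 to 0.144), all as edgeR adjusted p. With a term for the library set and without G10 acetone E, 0 transcripts were called by edgeR in G10 (954 at an unadjusted p under 0.05, and 239 by DESeq2 without that library), and these 4 had adjusted p from 0.0681 to 0.214, so the G10 calls may depend on these libraries. PEX2_020560 and PEX2_048680 were lower with difenoconazole in both isolates, whose libraries are separate. A response to difenoconazole stays open as the biological explanation.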

How the results depend on the processing

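The fits with apeglm, with a term for the library set and with DESeq2 without G10 acetone E were chosen only after the results were seen, and the others were planned. The cause was not tested for the changes below unless one is named. The difference between isolates (6958 calls) kept its count within 1.5 times in every alternative, from 4667 with at least 1 CPM in each isolate, which tests fewer transcripts, to 7619 with DESeq2 without G10 acetone E. The share of sequences assigned stayed lower in G10 in every alternative, by -29.13 to -13.27 percentage points.

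DESeq2, with and without the effective lengths, called 46 and 47 transcripts in G10 (edgeR 5), 904 and 890 in P11 (edgeR 109), 378 and 375 across both isolates (edgeR 22), and 140 and 151 for the difference in response (edgeR 5). RLE scaling gave 3 calls in G10 and no filter 8. All 16 libraries in 1 fit gave 166 calls in G10 and 24 in P11, with a common dispersion of 0.220 in place of 0.417 for G10 alone and 0.104 for P11 alone. Without an isolate term 4 were called across both isolates. The term for the library set gave 38 across both isolates and 1 for the difference in response, and with that term and without G10 acetone E edgeR called 0 in G10 (954 at an unadjusted p under 0.05). DESeq2 without G10 acetone E called 239 in G10, 452 across both isolates and 491 for the difference in response.

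With each library left out in turn, calls ranged from 1 to 9 in G10, from 13 (without P11 acetone D) to 496 (without P11 difenoconazole B) in P11, from 14 (without P11 acetone D) to 75 (without P11 difenoconazole B) across both isolates, and from 0 to 64 (without G10 difenoconazole B) for the difference in response. The 11 fits with 0 calls by edgeR had 839 to 1347 at an unadjusted p under 0.05. The numbers past the thresholds of Fig. 3a, 3b and 3c ranged from 2 to 8, 1 to 5 and 0 to 1. The overlap of the lists of 150 ranged from 10 to 19. The counts without each library stand at the paper's sentences.

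Past the Fig. 3a thresholds (edgeR 6) were 24 with DESeq2, 20 with normal shrinkage, 12 with normal shrinkage and adjusted p, 0 with edgeR's adjusted p, 23 with apeglm, 12 with apeglm and adjusted p, 28 with DESeq2 without G10 acetone E, and 1903 for P11 against G10. Past the Fig. 3b thresholds (edgeR 2) the same settings gave 17, 16, 4, 0, 15, 4 and 44. Past the Fig. 3c thresholds (edgeR 2) they gave 33, 8, 8, 0, 27 and 12, without the last setting. The overlap of 13 was 6 for lists of 50 and 28 for lists of 300, by construction of shorter and longer lists.

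The replicate letters were not taken to pair the samples, because not every same-letter correlation was over 0.1. The correlation of deviations from the group means between libraries of the same letter was 0.282, 0.384 and 0.0329 for G10 B, C and E and 0.0757, -0.307 and 0.179 for P11 A, D and E. Those of G10 B and C exceeded every pair of unlike letters in G10 (-0.271 to 0.171), and that of G10 E rests on acetone E, so pairing in G10 is not excluded. With the letter as a block, 45 transcripts were called in G10, 409 in P11, 78 across both isolates and 8 for the difference in response. Of these, 4, 78, 19 and 0 were among the 5, 109, 22 and 5 called without it, so the 8 are different transcripts from the 5. With the block 1, 12 and 0 passed the thresholds of Fig. 3a, 3b and 3c. Under the block the log2 fold change of PEX2_032540 across both isolates was 0.14 in place of -0.06, the difference in response 0.55 in place of -3.54 for PEX2_030910 and -0.22 in place of 0.24 for erg6.

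For single transcripts, 1580 values were computed for 74 results. Of these, 1414 kept direction and side of the threshold, 136 (19 results) fell short of it, 21 (10 results) passed it and 9 (5 results) reversed, and 15 for which DESeq2 gives no adjusted p were left out. With 1 library left out, PEX2_032540 across both isolates lay between -0.16 and 0.049 (above 0 without G10 difenoconazole C or A or G10 acetone D) and the difference in response of erg6 between -0.051 (without G10 acetone C) and 0.54, values near 0. The isolate difference of PEX2_012910 was -0.67 in difenoconazole libraries alone (0.42 over all), and that of PEX2_082510 was 1.71 in acetone libraries alone (-1.01 over all), where the comparison is of fewer libraries.

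In simulated counts edgeR recovered 6% and DESeq2 22.5% of transcripts changed by a log2 fold change of 2 in G10 and both 99% in P11, so an absent call in G10 is not evidence of no change. That simulation did not separate depth from spread. A single count was worth most in G10 acetone E, at 16.6 CPM, so depth limits what that library can show. Its counts also did not rise with the level of the transcript in acetone B, C and D. Tests of gene classes by product name, with fry and estimated correlations, were not run because no product names were given.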

Differences from the paper's values

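The fits with apeglm and with DESeq2 without G10 acetone E were chosen only after the values were seen, and the other alternatives were set before the data were examined. Past the Fig. 3a thresholds the paper reports 27 genes up and 12 down, and edgeR gave 2 and 4 here. No preset alternative came within 1.5 times of 27. DESeq2 without shrinkage (16), with normal shrinkage (13) and with normal shrinkage and adjusted p (9) came within 1.5 times of 12, and the rest did not. For Fig. 3b the paper reports 6 up and 7 down, and edgeR gave 1 and 1. DESeq2 without shrinkage (8 and 9), with normal shrinkage (8 and 8) and the replicate block (5 and 7) came within 1.5 times of both, edgeR without G10 difenoconazole B did for those up (4), and the rest did not. For Fig. 3c the paper reports 15 up and 6 down, and edgeR gave 1 and 1. No preset alternative came within 1.5 times of either count. Of the settings chosen after the values were seen, apeglm gave 8 up and 15 down in Fig. 3a, 8 and 7 in Fig. 3b and 19 and 8 in Fig. 3c, within 1.5 times of the paper's counts except for those up in Fig. 3a. With adjusted p apeglm gave 3 up and 9 down in Fig. 3a, and of these the 9 came within 1.5 times. In Fig. 3b it gave 2 and 2 and in Fig. 3c 9 and 3, and none of these did. DESeq2 without G10 acetone E gave 9 up and 19 down in Fig. 3a and 13 and 31 in Fig. 3b, and none of these did either. The genes the paper counted were not compared one by one because its text does not list them. DESeq2 with apeglm shrinkage is the procedure of the paper's methods.

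In the overlap of the lists of 150, the paper reports 1 gene up in P11 and down in G10, and 2 were found. Lists of 50 gave 1, as did the fits without G10 difenoconazole B, without P11 difenoconazole B or without P11 acetone A, and the other preset alternatives gave another number.

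The paper's Table 1 gives log fold changes of P11 against G10. For PEX2_082770 it gives 9.83 and the value here was 7.92, and difenoconazole libraries alone gave 9.78. For PEX2_090570 it gives 9.76 and the value here was 9.26, and fits without a single library gave 9.26 to 9.79 without G10 difenoconazole A, B, C or E, P11 acetone A, or G10 acetone C, D or E. For PEX2_063220 it gives 9.67 and the value here was 8.96, with 9.41 without G10 difenoconazole E, 9.51 without G10 acetone D and 9.61 in difenoconazole libraries alone. For PEX2_087000 it gives 9.43 and the value here was 8.55, with 9.18 without G10 acetone D and 9.39 in difenoconazole libraries alone. For PEX2_038660, PEX2_024490 and PEX2_080600 it gives -11.5, -10.92 and -10.42, and the values here were -9.94, -9.20 and -8.72, with -10.90, -10.88 and -10.34 in difenoconazole libraries alone. For PEX2_089800 it gives -10.06 and the value here was -9.04, with -9.45 without P11 difenoconazole B, -9.98 without P11 acetone D and -9.70 in difenoconazole libraries alone. For PEX2_089790 it gives -9.95 and the value here was -8.84, with -9.27 and -9.30 for DESeq2 without and with the effective lengths and -9.37 in difenoconazole libraries alone. For PEX2_013820 it gives -6.8 and the value here was -6.46. RLE scaling gave -6.55, DESeq2 -6.58 and -6.59 with the effective lengths, difenoconazole libraries alone -6.74, and fits without a single library -6.58 to -6.52 without P11 difenoconazole B, G10 difenoconazole B, P11 acetone C or E, or G10 acetone B. These settings lay within 1 standard error of the paper's value, and the remaining preset alternatives did not. The direction was the paper's for all 15 genes of Table 1.

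The paper gives the changes amongst all treatments as skewed toward upregulation. With difenoconazole across both isolates, 9 were called higher and 13 lower by edgeR here, and 152 and 223 by DESeq2. Most were higher without P11 difenoconazole B (41 and 34), without G10 difenoconazole B (35 and 19) or with the replicate block (41 and 37). The title printed in Fig. 3a names the isolates, so the groups compared there may be others. For P11 against G10, a preset alternative, 1535 were higher and 368 lower past the Fig. 3a thresholds, and edgeR called 4405 higher and 2553 lower, which is the paper's direction. All libraries were counted on P. expansum transcripts, so G10 reads that failed to be counted may add to this excess in P11. With at least 1 CPM in each isolate, edgeR called 2557 higher and 2110 lower. The paper gives PEX2_040830 as the most significantly downregulated. It had a log2 fold change of -1.28 that edgeR did not call (adjusted p = 0.129). DESeq2 called it, at 6.23e-05 and at 6.72e-05 with the effective lengths, as did DESeq2 without G10 acetone E, chosen after the values were seen, at 0.000677. The paper names PEX2_032540 and PEX2_004930 as upregulated amongst all treatments. With difenoconazole across both isolates their log2 fold changes were -0.06 and -0.27, while P11 exceeded G10 by 8.05 and 7.39. The paper gives PEX2_012910 as higher in G10 than in P11. The log2 difference of P11 from G10 was 0.42 over all libraries (standard error 0.46), where neither isolate was shown to be the higher, with 18.9 ± 29.1 normalized CPM (SD, n = 8) in G10 and 16.5 ± 6.20 (SD, n = 8) in P11. P11 was called higher in acetone libraries alone (1.58, edgeR adjusted p = 0.0320) and without G10 difenoconazole A (0.98, edgeR adjusted p = 0.0402). The difference was -0.67 in difenoconazole libraries alone, in the paper's direction but not called. In response to difenoconazole PEX2_012910 rose in G10 by 3.10. The paper gives PEX2_036280 as more highly expressed in G10, and P11 exceeded G10 by 2.63 over all libraries here. In difenoconazole libraries alone the difference was 0.39 and was not called (edgeR adjusted p = 0.721, with a range of 0.000723 to 0.721 over the preset alternatives), and the G10 acetone libraries held 1 count. In response to difenoconazole PEX2_036280 had a log2 fold change of 3.57 to 5.46 in G10, over the 7 fits without a single library that tested it. edgeR did not call it, and the counts were few. In P11 the response was -0.44 to -0.063 with single libraries left out. Of the other transporters the paper gives as higher in G10, PEX2_044360 was higher in G10 here as well (-1.92, called by edgeR). For PEX2_082510 the difference was -1.01 and was not called (edgeR adjusted p = 0.282). It was -0.13 without G10 difenoconazole A, and P11 was the higher in acetone libraries alone (1.71, adjusted p = 0.0136, with a range of 0.0136 to 0.887 over the preset alternatives). The paper gives ERG6 as lower in G10 and ERG4 as lower in P11 with difenoconazole. The log2 fold changes here were 0.87 and 0.42, neither of them called. The paper gives CYP51A as overexpressed in both isolates, and its qRT-PCR showed a rise in both. The rise here was 2.54 in P11, which was called, and 0.51 in G10, which edgeR and DESeq2 did not call (adjusted p = 0.928 and 0.903). The G10 value had the paper's direction, from 0.05 to 1.95 with single libraries left out. A rise in G10 is thus neither shown nor argued against. The changes of ERG6 in P11 (1.07), ERG5 in both isolates (-0.39 in G10 and 0.63 in P11) and ERG4 in G10 (0.80) had the paper's direction.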

Other observations

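The tests of explanations in this part and the counts over other splits of the libraries were chosen only after the results were seen, while the fits and the preset alternatives they draw on were set earlier. Other splits of the same libraries into groups of the same sizes were fitted for each count. In P11, 1 of 35 splits, the real one, gave at least 109 calls, and 1 of 35 gave at least 2 past the Fig. 3c thresholds. Chance is argued against for both but not excluded, since 35 splits cannot show less than 1 of 35. It is likewise argued against where the real split alone of 100 reached the value. These were 22 calls across both isolates, 6 past the Fig. 3a thresholds, the overlap of 13 and the 6958 calls between isolates. The highest of the other splits were 2, 1, 12 and 4125. Chance cannot be excluded in G10, where 6 of 35 splits gave at least 5 calls and 4 of 35 at least 2 past the Fig. 3b thresholds. Without G10 acetone E, 4 of 35 splits gave at least the 7 calls of the real one. For the difference in response, 6 of 100 splits gave at least 5. The split of the 8 G10 libraries by set, acetone D and E with difenoconazole A and E against the others, called 152 transcripts, and 124 without acetone E. Among the splits of all 8 libraries it is 1 of the 6 and gave the highest count of them. A difference between the sets, and not chance alone, thus enters the counts of other splits. Another split gave more calls without acetone E, 148. Of the 18 splits that divide each set evenly between the groups, as the real one does, 3 gave at least 5 calls, and 5 gave at least 6 with a term for the set. With the set as a term, 6 transcripts were called for difenoconazole in G10, 4 of them among the 5.

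Few transcripts were called for difenoconazole in G10, 5 against 109 in P11. Acetone E as the whole cause is argued against by the 7 calls without it. Leaving out 1 acetone library also lowered the P11 count, to 51, 48, 13 and 24, so the gap narrowed but stayed. DESeq2 called 239 without acetone E and 47 with it, against 890 in P11 with all 8 libraries. In separate fits of each isolate the G10 count stayed below that of P11 under both tools. In all 16 libraries in 1 fit, with a common dispersion of 0.220 for both isolates, the order was the reverse, with 166 calls in G10 and 24 in P11, so the lower count in G10 depends on fitting the isolates separately. The sets of libraries as the whole cause are argued against by the 6 calls with a term for the set. How much lower counts in G10 account for cannot be told. P11 libraries thinned to 8342244 counts gave 95 calls (43 higher, 52 lower, of 10174 tested), but after scaling 1 count is worth up to 0.392 CPM in G10 libraries other than acetone E and at most 0.0593 in P11. Thinned in 20 draws so that 1 count was worth as much as in a G10 library of the same treatment, P11 gave 34 to 121 calls (median 58.5), and 67 to 121 (median 88) with the library matched to acetone E left as it was. Every draw gave more than the 5 calls of G10, and some lost most of the 109. A wider spread between G10 libraries is a candidate explanation, with a common dispersion of 0.417 in G10 and 0.104 in P11, or 0.315 in G10 without acetone E. A smaller response of the resistant isolate stays open, and the interaction test called 5 transcripts.

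Transcripts with a mean of at least 500 counts in P11 and at most 10 in G10 numbered 234. In G10 difenoconazole E 94.0% of them had a count, in acetone D 91.5%, in acetone C 88.5% and in difenoconazole B 86.3%, at 0.23% to 0.381% of the P11 count. In difenoconazole A, acetone B and difenoconazole C at most 20.5% had one, which argues against expression in G10 as the source of the counts in those 4 libraries. G10 acetone E, left out of this comparison for its 9369 counts, had 38.9% of them, with a Spearman correlation of 0.25, and expression of part of them in G10 stays open. Within the 4 libraries the counts rose with the level in P11, with Spearman correlations across transcripts of at least 0.560, against -0.17 to -0.0174 in difenoconazole A and C and acetone B, and transcripts are not independent replicates. The same 4 libraries shared 51 transcripts with at least 5 counts in each of them and 0 in difenoconazole A and C and acetone B, where the next of the 35 sets of 4 had 1. Traces of P11 reads in those 4 libraries, of either treatment, are a candidate explanation, and how they would have come there was not tested. The G10 counts of PEX2_032540 (18), PEX2_082770 (14), PEX2_063220 (10), PEX2_087000 (6), PEX2_090570 (5) and PEX2_029080 (2) lay in those 4 libraries alone, and those of PEX2_004930 (25) there and in difenoconazole A (2), so such reads may set the size of their isolate differences, though not the direction.

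The 5 heat shock symbols were highest in G10 difenoconazole C, then difenoconazole A, then acetone C. Difenoconazole as the only cause is argued against, since acetone C came above difenoconazole B and E for all 5 of them. The sets of libraries are argued against, since difenoconazole A, of the other set than difenoconazole C, had hsp70 at 11.5% of counts. A stress in single cultures, of whatever origin, stays open and was not tested.

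More transcripts were far higher in P11 than far higher in G10. Among those called with an absolute log2 difference over 5, 1488 were higher in P11 and 137 in G10, and 304 transcripts had 0 counts in all G10 libraries with at least 10 in every P11 library. Coding length is argued against as a cause (Spearman correlation of the isolate difference with it 0.00121 across 10485 transcripts). G10 sequences that fail to be counted on P. expansum transcripts are a candidate explanation, with the share of sequences assigned -26.55 percentage points from P11. Loss of reads does not account for the 9 genes of Table 1 called higher in G10. A difference in expression between the isolates stays open in both directions, and read loss and low expression in G10 were not separated transcript by transcript.

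PEX2_030910 and PEX2_036280 had 0 counts in G10 difenoconazole B and C, and their G10 difenoconazole counts lay in A and E, of 1 set of libraries. The set and a response to difenoconazole in part of the cultures cannot be told apart for them, because the counts are few (10 and 23) and the set holds 1 acetone library other than acetone E.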
